# Experimental Neuromyelitis Optica Induces a Type I Interferon Signature in the Spinal Cord

**DOI:** 10.1371/journal.pone.0151244

**Published:** 2016-03-18

**Authors:** Satoru Oji, Eva-Maria Nicolussi, Nathalie Kaufmann, Bleranda Zeka, Kathrin Schanda, Kazuo Fujihara, Zsolt Illes, Charlotte Dahle, Markus Reindl, Hans Lassmann, Monika Bradl

## Abstract

Neuromyelitis optica (NMO) is an acute inflammatory disease of the central nervous system (CNS) which predominantly affects spinal cord and optic nerves. Most patients harbor pathogenic autoantibodies, the so-called NMO-IgGs, which are directed against the water channel aquaporin 4 (AQP4) on astrocytes. When these antibodies gain access to the CNS, they mediate astrocyte destruction by complement-dependent and by antibody-dependent cellular cytotoxicity. In contrast to multiple sclerosis (MS) patients who benefit from therapies involving type I interferons (I-IFN), NMO patients typically do not profit from such treatments. How is I-IFN involved in NMO pathogenesis? To address this question, we made gene expression profiles of spinal cords from Lewis rat models of experimental neuromyelitis optica (ENMO) and experimental autoimmune encephalomyelitis (EAE). We found an upregulation of I-IFN signature genes in EAE spinal cords, and a further upregulation of these genes in ENMO. To learn whether the local I-IFN signature is harmful or beneficial, we induced ENMO by transfer of CNS antigen-specific T cells and NMO-IgG, and treated the animals with I-IFN at the very onset of clinical symptoms, when the blood-brain barrier was open. With this treatment regimen, we could amplify possible effects of the I-IFN induced genes on the transmigration of infiltrating cells through the blood brain barrier, and on lesion formation and expansion, but could avoid effects of I-IFN on the differentiation of pathogenic T and B cells in the lymph nodes. We observed that I-IFN treated ENMO rats had spinal cord lesions with fewer T cells, macrophages/activated microglia and activated neutrophils, and less astrocyte damage than their vehicle treated counterparts, suggesting beneficial effects of I-IFN.

## Introduction

Neuromyelitis optica (NMO) is an acute inflammatory disease of the central nervous system (CNS) which predominantly affects spinal cord and optic nerves, and causes severe, often necrotic lesions characterized by primary astrocyte destruction and secondary myelin loss [1]. In the serum of most, but not all NMO patients, pathogenic autoantibodies against the water channel aquaporin 4 (AQP4) on astrocytes are found [2,3]. While there is currently no cure for this disease, most patients profit from therapies with immunosuppressive corticosteroids, from plasmapheresis removing their pathogenic antibodies from the serum, or from B cell depletion [4]. Surprisingly, NMO patients show peculiar responses to treatment strategies involving type I interferons (I-IFN) like interferon-alpha (IFN-α) or interferon-beta (IFN-β), which sets them clearly apart from MS patients usually benefitting from such therapies [5–9]. Often, NMO patients do not profit from I-IFN therapy [10–12], but there are outliers in response: some patients clearly improve [12,13], while others dramatically deteriorate [6,9,14]. Similarly disparate are observations from experimental studies indicating that type I interferons (I-IFN) did either limit [15], promote [16] or not affect [17] the size of lesions with AQP4 loss. What could be the reason for these findings? To address this question, we studied gene expression patterns in spinal cords of Lewis rats with experimental neuromyelitis optica (ENMO), with experimental autoimmune encephalomyelitis (EAE), or without CNS inflammation, and studied spinal cord lesions in ENMO animals treated at the onset of lesion formation with I-IFN.

## Material and Methods

### Animals

Lewis rats (7–8 weeks old) were obtained from Charles River Wiga (Sulzfeld, Germany). They were housed in the Decentral Facilities of the Institute for Biomedical Research (Medical University Vienna) under standardized conditions. The experiments were approved by the Ethic Commission of the Medical University Vienna and performed with the license of the Austrian Ministery for Science and Research.

### Sources and characterization of patient-derived immunoglobulin preparations

In this study, two different types of immunoglobulin preparations were used.

First, NMO-IgG preparations containing pathogenic AQP4-specific antibodies. These derived from therapeutic plasmapheresates or serum of four different patients (“J0”, “NMO-IgG9”, “Sweden-1” and “pt1”). The NMO-IgGs were essentially prepared and purified as described [18], adjusted to an IgG concentration of 10mg/ml, and gave equal results. The use of the plasmapheresates for research was approved by the Ethics Committee of Tohoku University School of Medicine (No. 2007–327), and by the Regional and National Ethical Committees of Hungary (3893.316-12464/KK4/2010 and 42341-2/2013/EKU) and Sweden (2013/153-31 Linköping).

Secondly, a commercially available normal human IgG preparation (Subcuvia™, Baxter, Vienna), which was used as a negative control in a concentration of 10 mg/ml.

### Gene expression analysis

#### Tissue selection

The spinal cord sections studied were formaldehyde-fixed and paraffin-embedded (FFPE), and derived from Lewis rats of an experimental series described in detail before [18]. These animals had been injected with MBP-specific T cells and NMO-IgG derived from patient J0 [18] (ENMO), with MBP-specific T cells and human control IgG (EAE_coI_), with MBP-specific T cells and PBS (EAE_coP_), with NMO-IgG only, or with human IgG only, and had been sacrificed on day 5 after the injection of T cells (= day 1 after injection of antibodies or PBS). Animals which were left completely untreated were included as healthy controls.

#### RNA isolation and probe preparations

This was essentially done as described [19]. Briefly, 25 spinal cord sections/animal of 5 different animals per experimental group were used. In addition, we used spinal cord cross sections of three healthy controls. The spinal cord sections covered the entire neuraxis. 6–7 μm-thick tissue sections were pooled in RNAse free tubes and deparaffinated with Xylol. Then, total RNA was isolated, the mRNA contained in the isolate was transcribed to cDNA, and one round of RNA amplification and cDNA production was performed, using for all steps the Paradise® Reagent System (Arcturus, USA) according to the instructions of the manufacturer.

#### Microarray analysis

The cDNA was sent to ImaGenes (Berlin, Germany) for microarray analysis using 4x44 K Multiplex whole rat genome microarrays (Agilent G4131F). The raw microarray data were subjected to quantile normalizations prior to comparison between groups and calculation of fold changes in expression. The normalized signal intensities were in the range of 2–163000. The Gene expression data were deposited in the GEO database (GSE73411).

#### Data analysis

In a first round of data analysis, we only considered genes which were upregulated in ENMO compared to any other control group, and which had normalized signal intensities > 100. Then, we calculated (1) the fold changes of ENMO: EAE, in which EAE represented the mean of EAE_coI_ and EAE_coP_, and (2) the fold changes of all T cell mediated diseases (mean value of normalized signal intensities (NSI) of ENMO, EAE_coI_ and EAE_coP_): all non-inflammatory controls (mean value of NSI from NMO-IgG only, IgG only and healthy controls). In further rounds of data analysis, we did no longer use a threshold of NSIs (when we searched for differentially expressed I-IFN response genes), and also considered genes which were downregulated in ENMO compared to any other control group (when we studied astrocyte-related genes).

### Confirmation of microarray data by quantitative real-time polymerase chain reactions (qPCR)

For qPCR reactions, EAE and ENMO was induced essentially as described [18]. Unless otherwise noted, 3 Lewis rats / experimental group were used. The animals were injected with MBP-specific T cells and NMO-IgG (ENMO), with MBP-specific T cells and human control IgG (EAE_coI_), with MBP-specific T cells and PBS (EAE_coP_), with NMO-IgG only (n = 2 rats), or with human IgG only. 3 PBS-treated animals served as healthy controls. All animals were sacrificed by CO_2_ inhalation. The spinal cords were dissected, and RNA was prepared and transcribed to cDNA essentially as described [20], using M-MLV Reverse transcriptase (Promega, Mannheim, Germany) for reverse transcription. qPCR was conducted in a 10 μl reaction mixture containing 5 μl SSoAdvanced Universal SYBR Green Supermix (BioRad, Vienna, Austria), 1 μl template, 0.2 μl forward primer and 0.2 μl reverse primer (each 10 pmol/μl) and 3.6 μl dH_2_O in a StepOne Plus real-time PCR System (Applied Biosystems, Vienna, Austria). The following primer pairs were used: Irf5 (forward: 5´-AGAAGAGGAGGAAGAGGAAGA-3´; reverse: 5´- GCACAGGTTCTGTGATACTC-3´); Myo1f: forward: 5´- TAAGAGCACCAAGCCTACAC-3´; reverse: 5´- TGGTACCCCATTTCGATTCA-3´); Cotl1 (forward: 5´- GCGGATTACCAGCACTTCAT-3´; reverse: 5´- CAAAATTCTGGACCACCTCCT-3´); Psmb9 (forward: 5´- AGGACTTGTTAGCGCATCTC-3´; reverse: 5´- CATGGTTCCATACACCTGGC-3´); Gbp2 (forward: 5´- ACTTTGAGTCCAAGGAAGACA-3´; reverse: 5´- GCCTTAATCCGTTCCACTTC-3´); Tyrobp (forward: 5´- CAGGCCCAGAGTGACAATTAC-3´; reverse: 5´- CACAATCCCAGCCAGTACAC-3´); GAPDH (forward: 5´-CCGAGGGCCCACTAAAGG-3´; reverse: 5´-ATGGGAGTTGCTGTTGAAGTCA-3´). The reaction mixture was subjected to an initial denaturation step (30 seconds, 95°C), and then to 40 cycles of denaturation (15 seconds, 95°C) and annealing/extension (1 min, 60°C). ΔCT values were calculated using GAPDH as reference gene.

### Induction of ENMO and treatment with type I interferons

ENMO was established as described [18]. Essentially, Lewis rats were intraperitoneally injected with activated, MBP-specific T-cells on day 0, injected with 10mg NMO-IgG i.p. and 5x10^5^ units IFN-β (CHO-derived, U-Cytech, Utrecht, NL) or PBS i.v. on day 4. The clinical course of the disease was assessed using the following score: 0 = healthy; 0.5 = partial loss of tail tonus; 1 = complete loss of tail tonus; 2 = unsteady gait, hind limb weakness; 3 = bilateral hind limb paralysis. 12, 24, and 48 hours after the injection of NMO-IgG and IFN-β, the animals were killed by CO_2_ overdose. An additional batch of Lewis rats received 1x10^5^ units IFN-α1 (insect-cell derived; U-Cytech, Utrecht, NL) i.v. instead of IFN-β, and was killed 24 hours later by CO_2_. Then, the animals were perfused with 4% phosphate buffered paraformaldehyde (PFA). The spinal cords were dissected and immersed for another 18 hours in PFA. The PFA-fixed material was routinely embedded in paraffin and sectioned for immunohistochemical analysis.

### Immunohistochemistry

All stainings were done essentially as described [18] using the mouse monoclonal antibody ED1 (to stain macrophages and activated microglia; Serotec, Germany), rabbit polyclonal antibodies against CD3 (to stain T cells; NeoMarkers, Fremont, USA), rabbit polyclonal antibodies against AQP4 (to stain astrocytes; Sigma, Germany), rabbit polyclonal or mouse monoclonal antibodies against glial fibrillary acidic protein (GFAP; from Dako, Denmark, or NeoMarkers, respectively), anti-human immunoglobulin (biotinylated donkey; polyclonal; Amersham, UK), anti-complement C9 (rabbit polyclonal [21]), anti-Rab5c (goat polyclonal; Santa Cruz), anti-5-lipoxygenase (rabbit monoclonal; Cell signaling), and anti-Ptpn6 (rabbit polyclonal, Abnova). While the AQP4-specific antibodies could be used without antigen retrieval, the other antibodies required heat-mediated antigen retrieval by steaming the sections for 60 minutes in 50 μM EDTA pH 8.5 (ED1, antibodies against CD3, GFAP, Rab5c, 5-lipoxygenase and Ptpn6), or a treatment for 15 minutes at 37°C with 0.03% Proteinase Type XXIV (Sigma) (antibodies against human immunoglobulin and against complement C9).

### Quantitative analysis and statistical evaluation

The mean value of the number of antibody-reactive cells of EAE and ENMO animals was determined from 3 complete lumbar sections/animal, and the mean value of antibody-reactive cells and the area of AQP4 loss of I-IFN-treated ENMO animals were determined from 1 lumbar and 1 thoracic spinal cord/experimental animal, using a morphometric grid. The mean values of all animals/experimental group were then used to calculate medians and ranges. Statistical analysis was assessed by Mann-Whitney U test, using IBM SPSS Statistics ver. 21. P-values < 0.05 were considered as significant.

## Results

### Microarray analysis of ENMO spinal cords yields information about lesion pathogenesis

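Gene expression was measured on 6 one-colour Agilent whole rat genome arrays, 1 for each experimental group. RNA from spinal cord sections of 5 rats was pooled for each of ENMO (T cells and NMO-IgG), EAEcoI (T cells and subcuvia as control IgG), EAEcoP (T cells and PBS), NMO-IgG only and control IgG only, and RNA of 3 rats was pooled for the healthy controls. Since there was no replicate of any group, no error between animals can be given, and the fold changes of single genes are given without a p-value. The number of arrays limits the precision. The arrays lay on 2 slides, with ENMO, EAEcoP and control IgG only on slide 1 and EAEcoI, NMO-IgG only and healthy control on slide 2. The authors deposited the signal intensities that the scanner software gave for the 45018 spots of each array, corrected for background and for trends across the array, and a second set of values with 1 intensity per target. Neither set is normalized between arrays. The background-corrected intensities were averaged on the log2 scale over the spots of a probe, leaving out spots that the scanner software had marked as outliers, and were then quantile-normalized over 41012 probes, the normalization that the paper names, to give normalized signal intensities (NSI). Each of the 36410 targets, listed by its accession number, was represented by its brightest probe, and 3852 targets had several probes. The share of spots well above background was 44.45% on the ENMO array, 54.12% on EAEcoI, 60.22% on EAEcoP, 40.03% on NMO-IgG only, 35.43% on control IgG only and 41.68% on healthy control. Fold changes are ratios of NSI, with the mean NSI of the arrays where a group has several, and EAE stands for the mean of EAEcoI and EAEcoP. Where a group was not well above background on any of its arrays, a limit against the detection floor of each array is given. The 263 probes that lie on an array in 10 spots had a pooled SD of 0.472 on the log2 scale between their spots. This gives an SD of 0.668 on the log2 scale, or 1.59-fold, for a difference between a pair of arrays, called the spread between spots. As it is 1 SD, noise between spots alone also gives some larger differences. The spread was 0.734 for probes with an NSI under 30 and 0.52 for those over 1000. The pooled value was used throughout, also for means of several arrays. This spread covers the array alone and not the animals, the sections or the amplification of the RNA.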

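Targets were counted that had an NSI over 100 on the ENMO array and a higher NSI there than on each of the other 5 arrays. Any increase was counted, since the paper's text names no minimum fold change. There were 1038 such targets. Of these, 171 were more than 1.5-fold and 65 more than 2-fold higher than on every other array. With another array in the place of ENMO, the same count was 1341 for control IgG only, 1413 for healthy control, 1686 for EAEcoI, 1790 for NMO-IgG only and 2494 for EAEcoP. The ENMO array had the smallest count of the 6. Of the alternatives, the 2-fold threshold moved the ENMO count most, and without the intensity threshold it was 3666. A linear model (limma) was also fitted to the log2 NSI of all arrays in 3 groups, with ENMO as a lone array that was assumed to vary as the other groups do. On simulated data with 200 changed targets this fit called 0 targets, so a count of 0 does not mean that no target differs. At an adjusted p under 0.05, limma called 0 of 24930 targets different between ENMO and EAE, and 1430 had an unadjusted p under 0.05. With EAEcoP as the lone array against the rest of its side, 5236 targets had an unadjusted p under 0.05, and with NMO-IgG only 420.

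**Figure D1:**
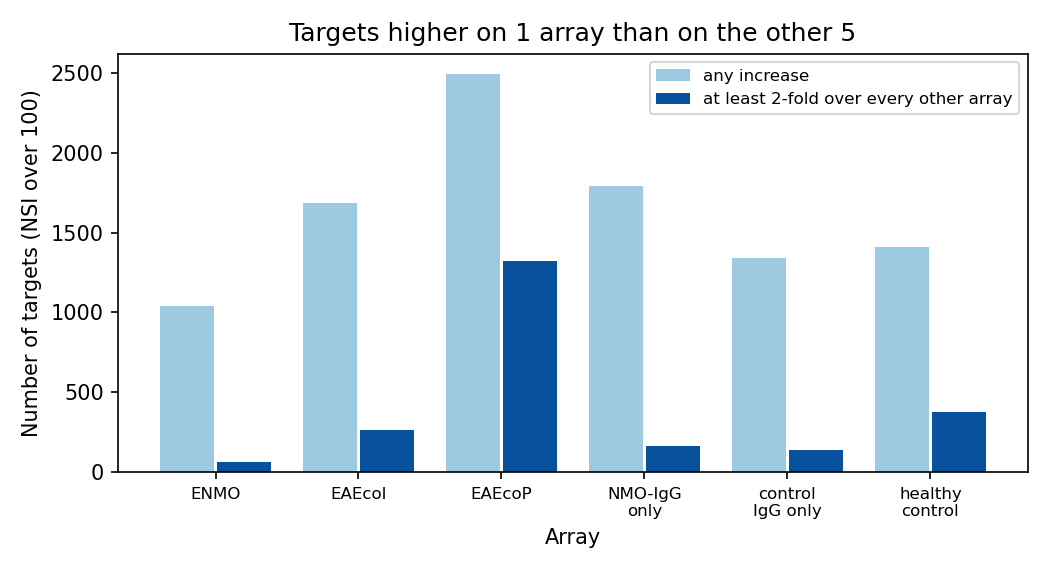
Number of targets with an NSI over 100 that were higher on 1 array than on each of the other 5, for each of the 6 arrays (x axis). Light bars count any increase and dark bars an increase of more than 2-fold over every other array. The bars of ENMO, at 1038 and 65 targets, are the lowest of both kinds.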

Our first round of gene expression studies revealed that 474 genes were upregulated in ENMO compared to any other experimental group. All genes with available GenBank accession numbers (n = 366) were then used as input for the database for annotation, visualization, and integrated discovery (DAVID, https://david.ncifcrf.gov/toolds/jsp) [22–24], to make GO term/pathway analysis. 

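Among the targets counted as higher in ENMO than on every other array, 845 were listed by an accession number of RefSeq or of a GenBank transcript, and 587 of these were RefSeq transcripts. The remaining ones were listed only by an Ensembl transcript, a cluster of a gene index, a genomic sequence or the name of the probe. With the increase set to more than 2-fold, 59 targets had such an accession number.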

The functional annotation cluster 1, with an enrichment score of 2.66, revealed hits with the highest number of records in the GO term pathways “immune response” (25 records), “antigen processing and presentation” (11 records), “regulation of immune effector processes” (11 records), “positive regulation of immune responses” (12 records), and “defense response” (18 records) (S1 Table). These GO term pathways clearly indicated that the immune system plays an important role in the formation of lesions in the spinal cords of ENMO animals, but were not yet ideal for direct comparison with pathological findings. Therefore, we refined our analyses, and made searches using iHOP (http://www.ihop-net.org/) [25], published information about microarray data sets [26], and PubMed (http://www.ncbi.nlm.nih.gov/pubmed/) to ascribe differentially expressed genes to targets (i.e. astrocytes) and humoral (complement, cytokines) or cellular effectors of the immune system possibly involved in lesion pathogenesis.

We found differential expression of 8 genes suggesting astrocyte responses to excitotoxicity and injury (Fig 1, Table 1), and upregulation of genes involved in inflammatory processes: 35 genes indicative of presence and/or activation of granulocytes, microglia, and macrophages; 5 genes of the complement pathway; 14 genes revealing the presence of T and B lymphocytes; and 10 genes encoding interleukins/interleukin receptors or suggesting the action/production of these molecules (Fig 2).

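The genes of Table 1 given here were well above background on all 6 arrays. Cfd (NM_001077642) had an NSI of 2721 in ENMO, 302 in EAEcoI and 263 in EAEcoP, a fold change of ENMO over EAE of 9.63. The alternative that moved it most was the normexp background correction, which gave 4.51. GluR5 (ENSRNOT00000002142) was 1.81-fold, Slc8a3 (NM_078620) 1.73-fold and Grik3 (NM_181373) 1.64-fold higher in ENMO than in EAE. Against EAEcoP alone Slc8a3 was 2.60-fold and Grik3 1.22-fold higher, and against EAEcoI alone 1.30-fold and 2.52-fold. Lower in ENMO were Aanat (NM_012818) 1.94-fold, Pla2g6 (NM_001005560) 2.36-fold and Igfbp1 (NM_013144) 2.97-fold. Pla2g6 rested on EAEcoI, and was 1.39-fold lower in ENMO than in EAEcoP. Of the 62 targets of Fig 2, a fold change of ENMO over EAE was measured for 58, of which 57 were higher in ENMO and 45 of these by more than the spread between spots. The NSI was higher in ENMO than on every other array for 53. These targets were chosen in the study for their change on this ENMO array. Of all 16765 targets well above background on it and measured on every array, 59.2% had a higher NSI in ENMO than in EAE. By more than the spread between spots, 31.0% of them were higher. The 35 targets of macrophages, microglia and granulocytes had fold changes between 1.08 and 13.1, with a median of 2.04. The complement targets with a value numbered 4 of 5, and the remaining one, C1qb (NM_019262), had a spot on the ENMO array that the scanner software marked as an outlier. With such spots kept, a setting chosen after seeing the values, C1qb was 7.49-fold higher in ENMO than in EAE. The other 3 targets without a value, for the same reason, were Prkch (NM_031085), Ndg2 (NM_001007008) and Ccno (NM_001109175). With such spots kept, Prkch was at least 179-fold higher, Ndg2 2.51-fold lower and Ccno 6.60-fold lower. The other probe of Ccno gave a ratio of ENMO over EAE of 1.17, so its direction rests on the probe with the marked spot. Of the 7 T cell targets 6 were higher in ENMO, with Cd3d (NM_013169) at 2.62-fold, and the T cell receptor target XM_344339 was 2.87-fold lower.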

**Fig 1:**
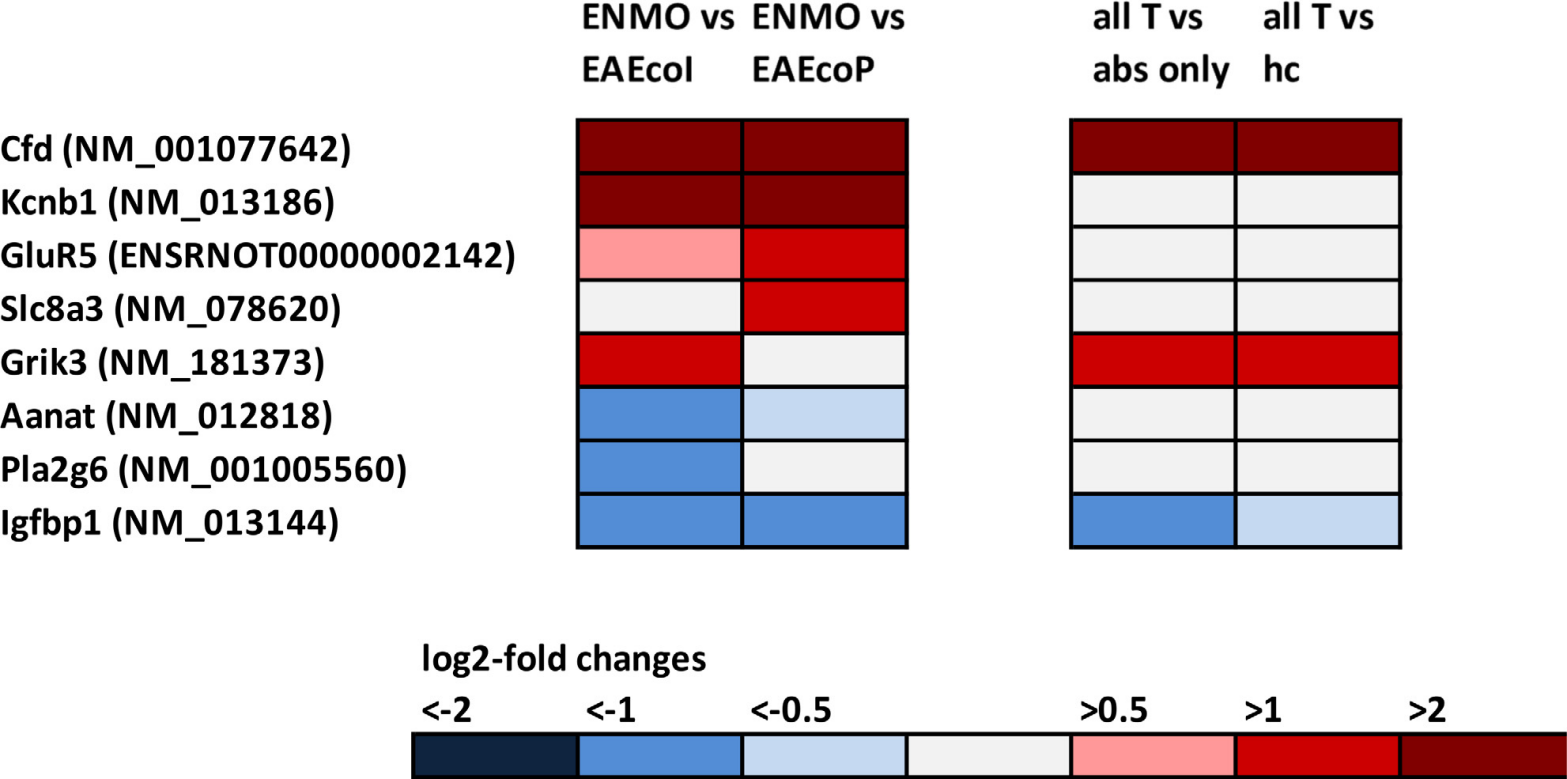
Footprints of genes suggesting astrocyte responses to excitotoxicity and injury in the spinal cord, as revealed by microarray analysis. In the first column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between rats receiving T cells and NMO-IgG (ENMO, n = 5) and their counterparts receiving T cells and subcuvia as control IgG (EAE_coI_, n = 5) or T cells and PBS (EAE_coP_, n = 5). In the second column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between a group containing all ENMO plus EAE_coI_ plus EAE_coP_ animals (n = 15, “all T”) and a group containing animals injected with antibodies only (“abs only” (5 animals with NMO-IgG plus 5 animals with subcuvia as control IgG) or containing healthy control animals only (“hc”, n = 3).

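The fold change of all T over all non-T was 3.62 for Cfd, 2.25 for Grik3 and between 0.924 and 1.24 for GluR5, Slc8a3, Aanat and Pla2g6, while Igfbp1 was 1.89-fold lower in all T. The value of Cfd came from the ENMO array. Without it, Cfd was at 0.935 of the NSI of all non-T.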

**Fig 2:**
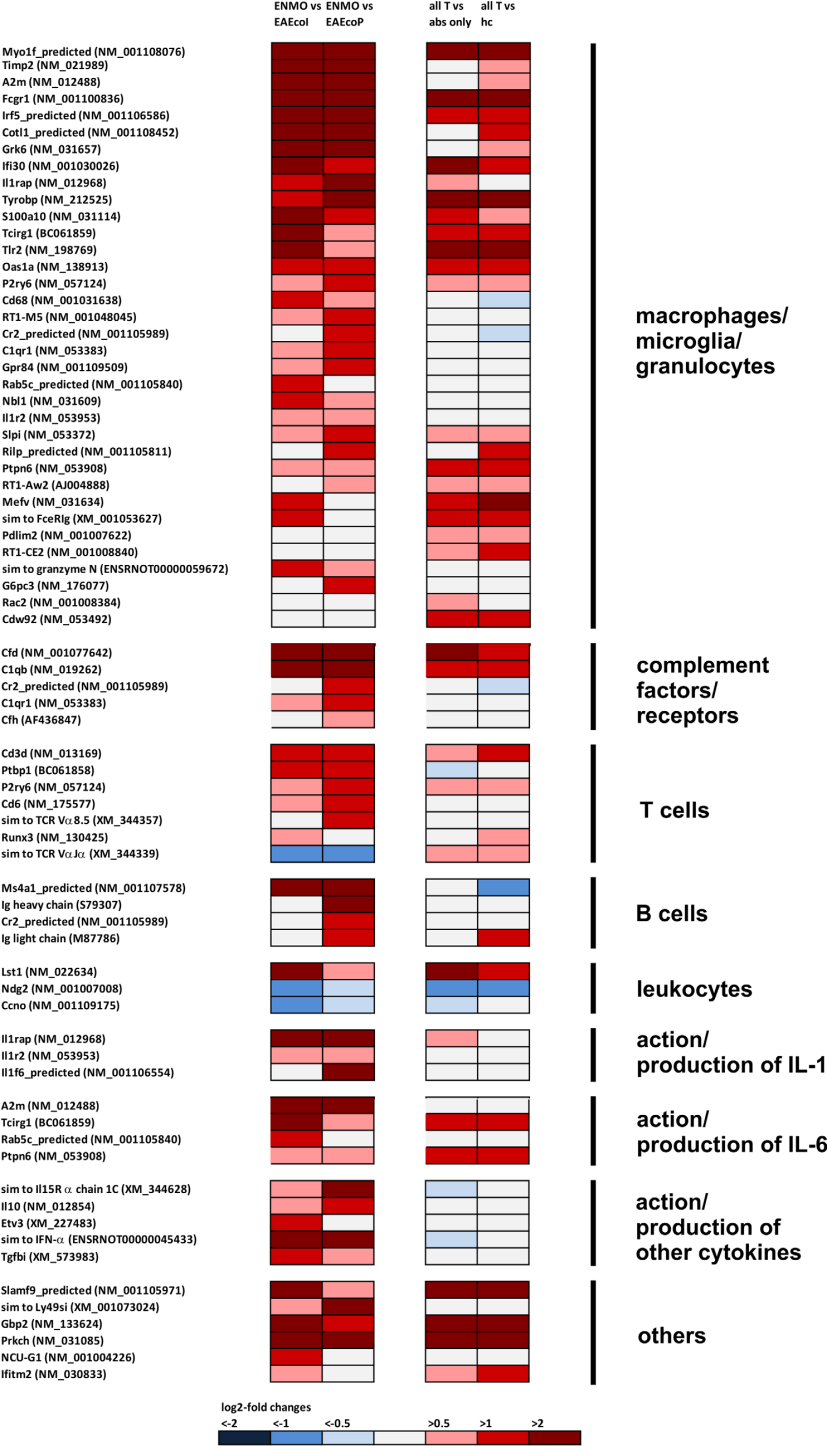
Footprints of inflammatory processes in the spinal cord, as revealed by microarray analysis. In the first column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between rats receiving T cells and NMO-IgG (ENMO, n = 5) and their counterparts receiving T cells and subcuvia as control IgG (EAE_coI_, n = 5) or T cells and PBS (EAE_coP_, n = 5). In the second column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between a group containing all ENMO plus EAE_coI_ plus EAE_coP_ animals (n = 15, “all T”) and a group containing animals injected with antibodies only (“abs only” (5 animals with NMO-IgG plus 5 animals with subcuvia as control IgG) or containing healthy control animals only (“hc”, n = 3).

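Fcgr1 (NM_001100836) had an NSI of 2321 in ENMO, 140 in EAEcoI, 575 in EAEcoP and between 73.6 and 90.0 on the 3 arrays without T cells, so that it was 16.6-fold higher in ENMO than in EAEcoI and 4.04-fold higher than in EAEcoP. Tyrobp (NM_212525) was 3.93-fold higher in ENMO than in EAE and 4.03-fold higher in all T than in all non-T, and 2.04-fold without ENMO. Slamf9 (NM_001105971) was well above background only on ENMO and EAEcoP, with an NSI of 417 and 270. Il1rap (NM_012968) had a fold change of ENMO over EAE of 4.23. Its spot lies at the edge of the array where other spots were bright on the ENMO array alone, and with the local trend of each array removed, a setting chosen after seeing the values, the fold change was 1.80. Between the 3 arrays with T cells and the 3 without, limma called 0 of 24959 targets at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 2827. On simulated data with 200 changed targets this fit called 3, of which 1 was changed, so it misses most changes. Without the ENMO array, 179 targets differed, 172 of them higher with T cells, and without EAEcoI 3.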

**Table 1:** Differentially expressed astrocyte-related genes in spinal cords of Lewis rats with experimental neuromyelitis optica.

Target Id	fc ENMO/ EAE	fcall T / all non-T	Gene symbol	major function	Ref.
NM_001077642	11.8	4.3	Cfd	complement factor D (adipsin); alternative complement pathway; found in astroglioma	[42]
NM_013186	5.7	1.0	Kcnb1	potassium voltage gated channel, Shab-related subfamily, member 1; Kv2.1; on neurons apposed to astrocytic processes	[43]
ENSRNOT00000002142	1.8	1.2	GluR5	Glutamate receptor, ionotropic kainate 1 precursor (Glutamate receptor 5) (GluR-5) (GluR5); = Grik1; specifically expressed at perivascular astrocytic processes;	[44]
NM_078620	1.7	1.1	Slc8a3	solute carrier family 8 (sodium/calcium exchanger), member 3; highly expressed in astrocytes in response to glutamate-induced excitotoxicity	[45]
NM_181373	1.6	2.2	Grik3	glutamate receptor, ionotropic, kainate 3 (Grik3), transcript variant 2; = GluR7; throughout the astrocyte; not limited to vascular profiles	[44]
NM_012818	0.5	1.3	Aanat	arylalkylamine N-acetyltransferase; in astrocytes after transient ischemia	[46]
NM_001005560	0.4	0.9	Pla2g6	phospholipase A2, group VI; = iPLA2; increased expression in astrocytes leads to augmented Ca2+ signaling in response to purinergic ATP signaling. Silencing associated with amplified prostaglandin release by astrocytes.	[47,48]
NM_013144	0.3	0.5	Igfbp1	insulin-like growth factor binding protein 1; leads to, reduced astrocytic response to injury upon overexpression; found in hypertrophic astrocytes of MS lesions;	[49,50]

fold changes (fc) above 1 indicate an upregulation in gene expression, fc below 1 indicate a downregulation.

EAE = mean value of EAE_coI_ and EAE_coP_; all T = mean value of all T cell mediated diseases (i.e. ENMO, EAE_coI_, EAE_coP_)

all non-T = mean value of all non-inflammatory controls (i.e. healthy control animals, animals injected with NMO-IgG only, animals injected with control IgG only).

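Genes of cell types were also taken from lists made before the data were examined, so that they did not depend on the 6 arrays. The median log2 fold change of ENMO over EAE was -0.11 for 21 measured myeloid genes, at the percentile 43.4 of 10000 random lists of equally bright genes, and -0.19 for 15 neutrophil genes (percentile 43.5). It was 0.11 for 13 T cell genes (percentile 66.7), 0.91 for 5 B cell genes (percentile 97.2) and 0.08 for 21 astrocyte genes (percentile 59.2). All of these medians lay within the middle 95% of the random lists. They include genes not well above background on the ENMO array, many of them on the neutrophil list. With only genes well above background on the 3 arrays with T cells, the median was 0.22 for 16 myeloid and -0.51 for 4 neutrophil genes. It was then 0.11 for 9 T cell, 0.97 for 4 B cell and 0.13 for 14 astrocyte genes, all within the same range. Of the 21 myeloid genes, 7 were higher and 4 lower in ENMO by more than the spread between spots. Fcgr3 (M64368) had a log2 fold change of 2.58 by the brighter of its 2 probes, while the other gave a ratio of 0.476. Lyz2 (NM_012771) had one of -1.58. Both are named here after their values were seen, as the highest and lowest of the list. The paper lists 4 of these myeloid genes among its array results, and names the product of another, Aif1 (Iba 1), as a stain. For EAE over all non-T, the median was 0.43 for the myeloid list (percentile 92.2), 0.07 for the neutrophil list (percentile 62.9), 0.33 for the T cell list (percentile 84.7), -0.41 for the B cell list (percentile 31.0) and -0.24 for the astrocyte list (percentile 30.6). Aqp4 (NM_012825) was well above background on 1 of the 6 arrays, EAEcoP, with an NSI of 7.67. Gfap (NM_017009) was so on the 3 arrays with T cells, with an NSI of 33.1 in ENMO, 29.9 in EAEcoI and 143 in EAEcoP, and was at least 4.42-fold higher in all T than in all non-T. The other target of this gene, EF094477, which the astrocyte list holds, did not show this, with an NSI of 31.7, 15.9 and 42.5 on these arrays and of 9.73, 41.5 and 36.0 on NMO-IgG only, control IgG only and healthy control.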

Cumulatively, all the identified changes in gene expression are fully in line with the pathological changes observed in ENMO animals, which are T-cell mediated CNS inflammation and astrocyte-destruction by complement-mediated cytotoxicity [1,18] and antibody-dependent cellular cytotoxicity [27,28] executed by activated microglia/macrophages and neutrophils. A similar accordance between tissue changes and gene expression data had been observed before by Inglis and colleagues, who analyzed spinal cords of Lewis rats at the peak of active EAE [29]. This suggested that the microarray data on our FFPE material faithfully reflect the tissue changes observed in histology [18].

We also detected an IL-6 signature, as evidenced by the up-regulation of A2m, Tcirg1, Rab5c_predicted, and Ptpn6 (Fig 2). This was remarkable since IL-6 signaling is known to play an important role in NMO [30,31]. 

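A2m (NM_012488) had an NSI of 4089 in ENMO, 682 in EAEcoI and 619 in EAEcoP, a fold change of ENMO over EAE of 6.29. The arrays without T cells lay between them, at 1446 to 2625, so that A2m was 3.37-fold lower in EAE than in all non-T. Tcirg1 (BC061859) was 2.71-fold higher in ENMO than in EAE, 6.30-fold than in EAEcoI and 1.73-fold than in EAEcoP. Rab5c (NM_001105840), measured by 3 probes, had an NSI of 652 in ENMO, 137 in EAEcoI and 767 in EAEcoP. By this brightest probe it was 1.44-fold higher in ENMO than in EAE, but 1.18-fold lower than in EAEcoP, so its direction depended on EAEcoI. The dimmer probes of Rab5c were 2.24-fold and 2.31-fold higher in ENMO than in EAE. They were also above EAEcoP, with an NSI of 36 and 211 in ENMO against 12.5 and 123 in EAEcoP. Ptpn6 (NM_053908) was 1.74-fold higher in ENMO than in EAE.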

Noteworthy, we also found an upregulation of ENSRNOT00000045433 (= “similar to IFN-α”; Fig 2, S2 Table).

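The target ENSRNOT00000045433 was well above background on all arrays and had an NSI of 220 in ENMO, 40.9 in EAEcoI and 43.1 in EAEcoP, a fold change of ENMO over EAE of 5.22. On the arrays without T cells it was 184 for NMO-IgG only, 139 for control IgG only and 109 for healthy control, so ENMO was within the spread between spots of NMO-IgG only, and EAE was 3.43-fold lower than all non-T. With the normexp background correction, ENMO was 2.18-fold higher than EAE. Of the interferon genes with a probe, Ifnb1 (NM_019127) was well above background on 3 of the 6 arrays, Ifng (NM_138880) on 2 and Ifna1 (NM_001014786) on 1, none of them with an NSI above 27.4.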

To further verify the expression of some of the upregulated gene products in ENMO vs EAE, we performed immunohistochemical analysis, concentrating on Ptpn6, Rab5c, and 5-lipoxygenase (S2 Table).

Staining of spinal cords with Ptpn6-specific antibodies revealed the expression of this molecule in activated microglia/macrophages, some neutrophils and T cells (Fig 3A–3C) with higher numbers of these cells in ENMO than in EAE (Fig 4A–4C).

**Fig 3:**
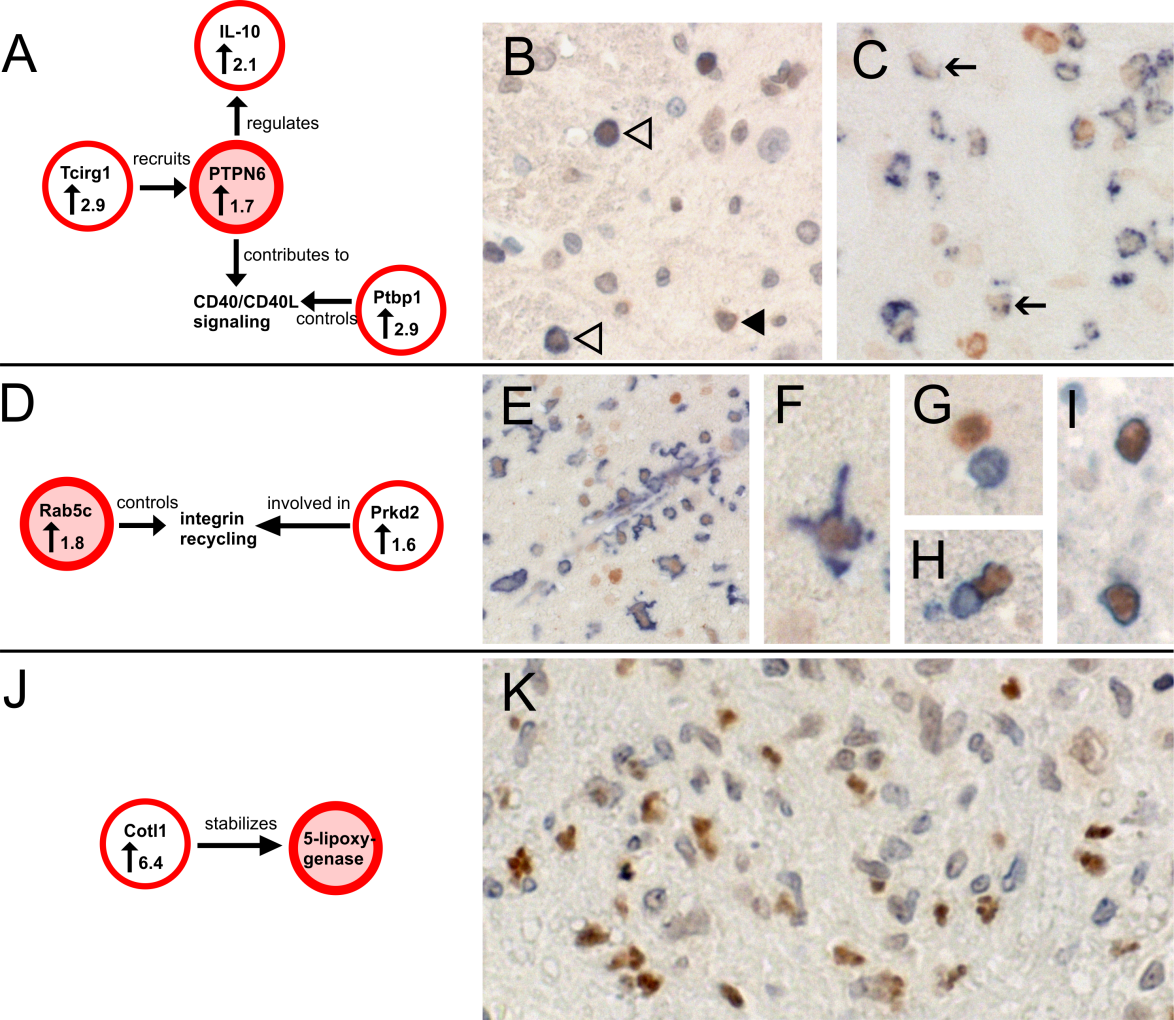
Histological confirmation of the expression and cellular sources of key molecules identified by microarray analysis. (A) Interconnection of Ptpn6 with other molecules differentially upregulated (↑, fold change) in ENMO compared to EAE. Ptpn6 is recruited by Tcirg1 [33,34], regulates the production of IL-10 [35], and contributes to CD40 signaling reciprocity [36]. A critical molecule for turnover and subcellular distribution of CD40L is Ptbp1 [37]. Hence, confirmation of Ptpn6 expression supports gene expression data of three additional differentially expressed genes. (B) Spinal cord section of a Lewis rat with ENMO reacted with antibodies against CD3 (blue surface staining) and Ptpn6 (brown). The section was faintly counterstained with hematoxylin to reveal nuclei in blue. Shown here is Ptpn6 expression in CD3^+^ T cells (white arrow heads) and in neutrophils with lobulated nuclei (black arrow head). (C) Spinal cord section of a Lewis rat with ENMO reacted with the ED1 antibody (blue) and Ptpn6 (brown). In ED1^+^ activated microglial cells/macrophages, Ptpn6 expression is low (black arrow). (D) Interconnection of Rab5c, which regulates the endocytic pathway and controls the rates of integrin internalization and recycling [38] with Prkd2, a molecule involved in β1 integrin recycling [39]. Both molecules are differentially upregulated (↑, fold change) in ENMO compared to EAE. (E-I) Spinal cord section of a Lewis rat with ENMO reacted with antibodies against Ptpn6 (brown) and Iba 1 (blue) to show the expression of Ptpn6 in microglia (E,F), CD3 (blue) to show the absence of Ptpn6 expression in CD3^+^ T cells (G), and W3/13 (blue) to show the expression of Ptpn6 in neutrophils (H,I). (J) 5-lipoxygenase is stabilized by Cotl1 [40,41], a molecule found 6.4-fold upregulated (↑, fold change) in ENMO compared to EAE (S1 Table). (K) Spinal cord section of a Lewis rat with ENMO reacted with antibodies against 5-lipoxygenase (brown). The section was faintly counterstained with hematoxylin to reveal nuclei in blue. 5-lipoxygenase is localized to the lobulated nuclei of neutrophils.

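Of the molecules connected with Ptpn6, Ptbp1 (BC061858) had an NSI of 7269 in ENMO, 2620 in EAEcoI and 2592 in EAEcoP, a fold change of ENMO over EAE of 2.79. It was 7008 in control IgG only, and EAE was 2.15-fold lower than all non-T. Il10 (NM_012854) had an NSI of 107 in ENMO, 82.6 in EAEcoI, 27.0 in EAEcoP and 85.3 to 110 on the arrays without T cells. It was 1.95-fold higher in ENMO than in EAE, 3.96-fold when compared with EAEcoP alone and 1.29-fold, within the spread between spots, when compared with EAEcoI.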

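Prkd2 (NM_001013895) had an NSI of 52.5 in ENMO, 41.6 in EAEcoI and 25.4 in EAEcoP and was well above background on all arrays except NMO-IgG only. Its fold change of ENMO over EAE of 1.57 was just below the spread between spots, and was 0.922 in the deposited values without normalization between arrays.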

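Cotl1 (NM_001108452) had an NSI of 38248 in ENMO, 5729 in EAEcoI, 6499 in EAEcoP, 22444 in NMO-IgG only and 7032 in healthy control, and its spot on control IgG only was marked as an outlier and left out. Its fold change was 6.26 for ENMO over EAE and 1.14 for all T over all non-T, and the latter became 0.415 without ENMO, 0.75 without healthy control and 2.39 without NMO-IgG only. The gene of 5-lipoxygenase, Alox5 (NM_012822), was not well above background on any of the 6 arrays, so no fold change is given for it.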

**Fig 4:**
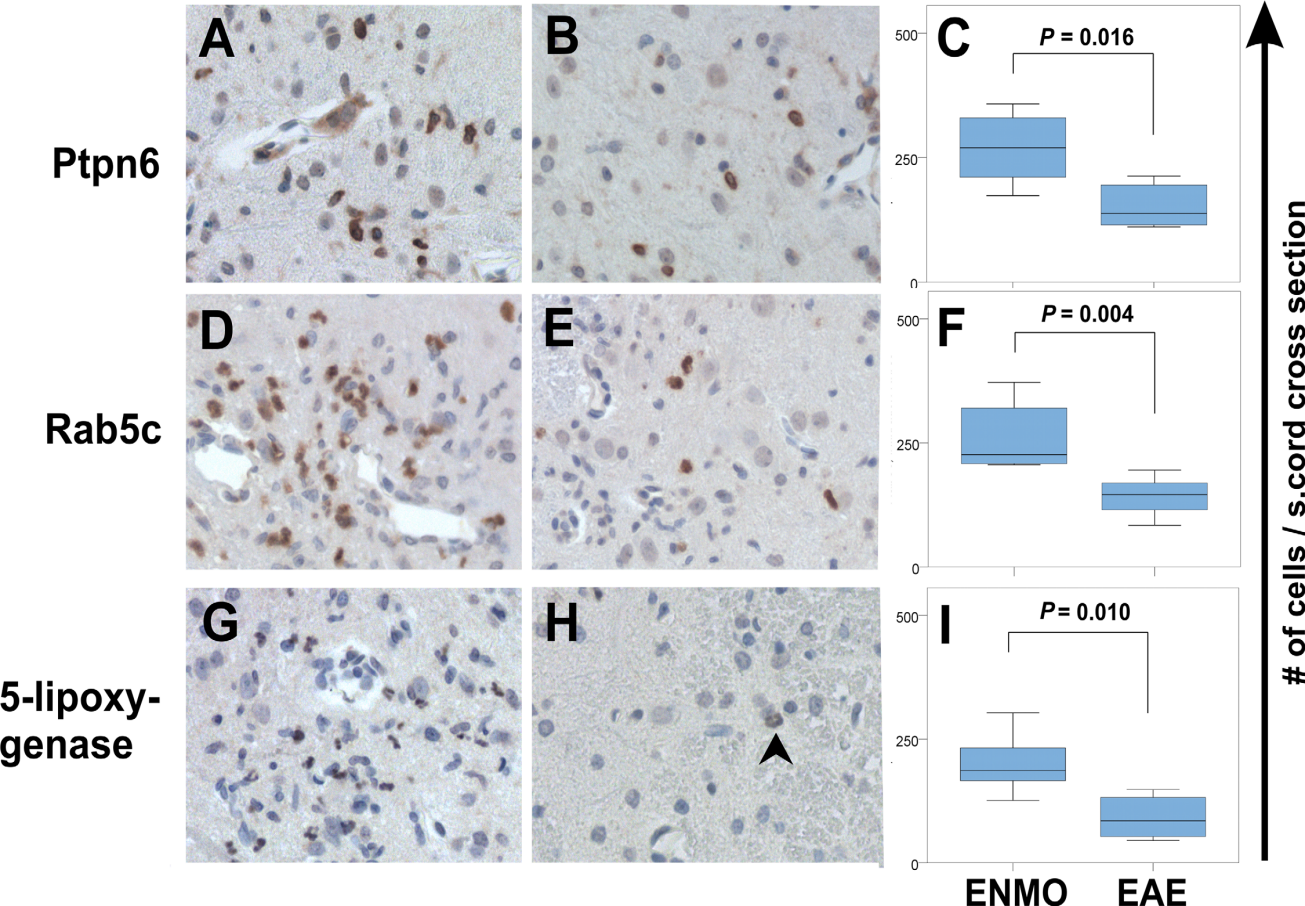
Confirmation by immunohistochemistry of differential expression of Ptpn6, Rab5c and 5-lipoxygenase in ENMO and EAE. Shown here are cross sections of spinal cords from animals with ENMO (A, D, G) and EAE_coI_, (B, E, H) reacted with antibodies against Ptpn6 (A, B), Rab5c (D,E) and 5-lipoxygenase (G,H). Reaction products are brown. Counterstaining was done with hematoxylin to reveal nuclei (blue). Statistically significant differences in the number of Ptpn6- (C), Rab5c- (F), and 5-lipoxygenase- (I) positive cells / spinal cord sections between ENMO and EAE_coI_ are seen (Mann-Whitney U-test). Shown here are medians (range). The arrow in (H) points to a weakly stained nucleus of a neutrophil.

Stainings of spinal cords with anti-Rab5c antibodies shows expression of Rab5c in microglia and neutrophils (Fig 3D–3I). The number of Rab5c^+^ cells is higher in ENMO than in EAE (Fig 4D–4F)

Stainings of spinal cords with anti-5-lipoxygenase antibodies yielded higher numbers of brown, lobulated nuclei in ENMO spinal cords than in their EAE counterparts, which is in line with the location of 5-lipoxygenase in the nuclear envelope of activated neutrophils [32] (Fig 3J and 3K), and with the higher numbers of these cells in ENMO compared to EAE [18] (Fig 4G–4I).

In addition to histological verification, we also verified some of the upregulated gene products by qPCR. Although the cDNA for this experiment derived from fresh tissue and had not been amplified before, as was the case for the FFPE material used for microarray analysis, we could confirm statistically significant higher levels of gene expression for Irf5, Myo1f, Psmb9, Gbp2 and Tyrobp, and a trend for higher expression of Cotl1 in ENMO vs all controls (= NMO-IgG, subcuvia, PBS), and we could also confirm statistically significant higher levels of gene expression for Irf5 compared to EAE_coI_, and for Gbp2 compared to EAE_coI_ and to EAE_coP_. There was a trend for higher expression levels of Cotl1, Psmb9 and Tyrobp compared to EAE_coI_ and to EAE_coP_ (Fig 5). Although Myo1f was expressed at higher levels in in ENMO vs all controls, it was–in contrast to the microarray data–not expressed at significantly higher levels in ENMO vs EAE_coI_ or EAE_coP_. 

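On the arrays, Myo1f (NM_001108076) had an NSI of 10652 in ENMO, 666 in EAEcoI, 966 in EAEcoP, 274 in NMO-IgG only, 485 in control IgG only and 524 in healthy control. It was 16.0-fold higher in ENMO than in EAEcoI and 11.0-fold higher than in EAEcoP. The fold change of all T over all non-T was 9.57, and 1.91 without the ENMO array.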

The most likely reason for this discrepancy is a non-linear amplification of Myo1f transcripts during cDNA amplification of the FFPE-derived material prior to microarray analysis.

**Fig 5:**
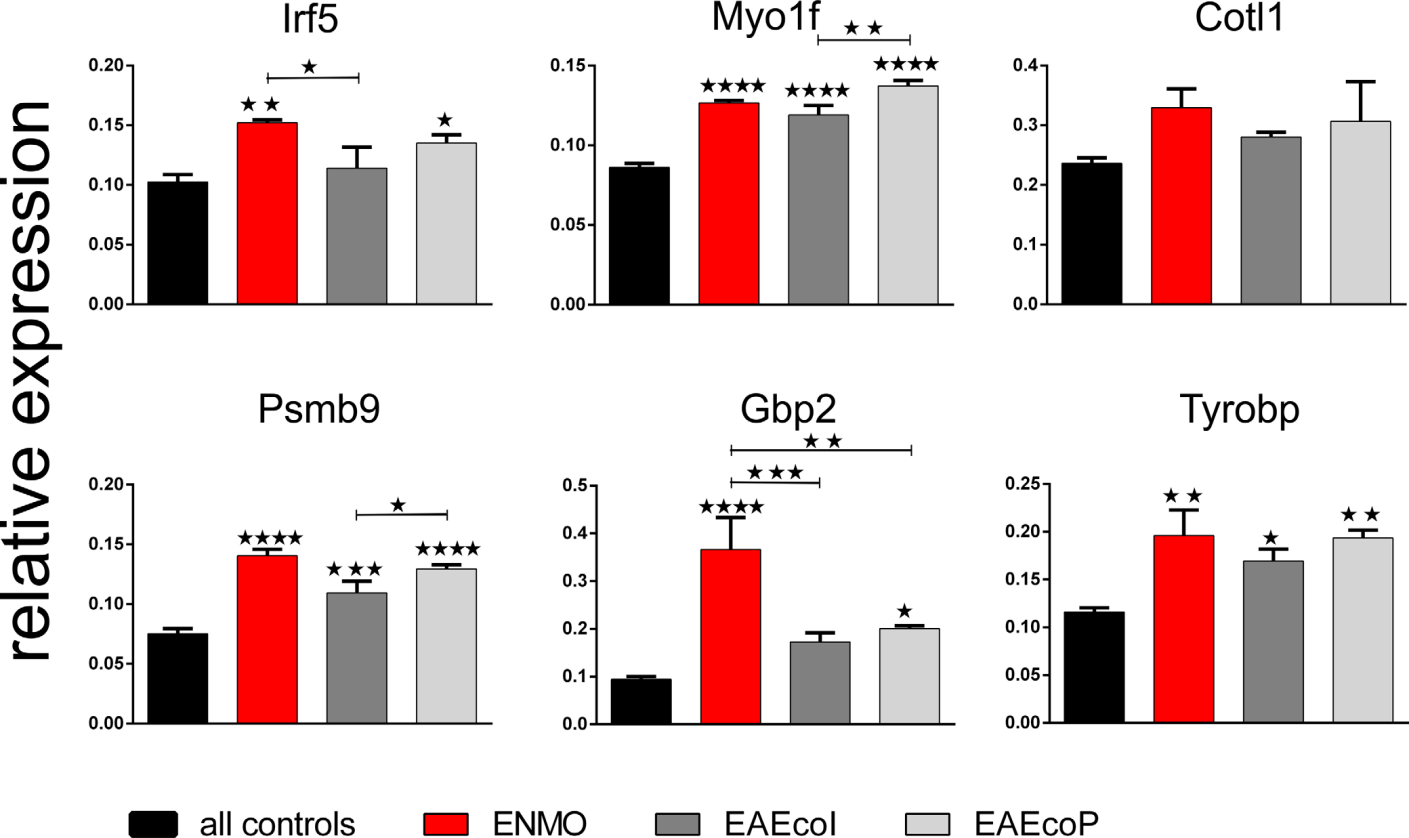
Confirmation of differentially expressed genes by qPCR. Shown here are the mean relative expression values (+/-SEM) of different gene products in relation to the house keeping gene glyceraldehyde-3-phosphate-dehydrogenase (GAPDH) of rats receiving T cells and NMO-IgG (ENMO, n = 3), T cells and subcuvia as control IgG (EAE_coI_, n = 3) or T cells and PBS (EAE_coP_, n = 3) in comparison to “all controls” (mean value of rats injected with NMO-IgG only (n = 2), subcuvia as control IgG only (n = 3) and PBS only (n = 3). Unless otherwise indicated, statistically significant differences of the experimental groups are calculated in relation to “all controls”. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, one-way ANOVA with Bonferroni multiple comparisons test).

### Microarray analysis of ENMO spinal cords reveals footprints of the action/production of I-IFN

Since we have identified ENSRNOT00000045433 (= “similar to IFN-α”) as up-regulated gene in ENMO spinal cords, and since NMO patients have an increased I-IFN signature in the serum [51,52], we next searched whether our gene expression studies by microarrays hit upon any other I-IFN-stimulated gene (ISG) in the ENMO spinal cords. For this purpose, we used a list of 387 human/chimpanzee ISGs compiled by Schoggins and colleagues [26] after screening data sets from 10 different publications on microarrays from various I-IFN-treated cells or tissues [53–62], and also made additional literature searches [63–65]. We found 31 ISGs among the differentially expressed genes in ENMO spinal cords (Fig 6, Table 2), most noteworthy interferon gamma inducible protein 30 (Ifi30, also known as gamma-interferon-inducible lysosomal thiol reductase (GILT)), which counts among the top 20 upregulated genes in NMO lesions [66]. 

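All 31 ISGs of Table 2 were well above background on the ENMO array, 22 of them on all 6 arrays. The spot of 1 of them, Prkch (NM_031085), was marked as non-uniform on the ENMO array and left out. Of the 30 with a fold change of ENMO over EAE, 29 were higher in ENMO, 23 of them by more than the spread between spots, with a median of 1.86. In ENMO, the NSI was higher than on both EAE arrays for 28 ISGs and higher than on every other array for 24, 7 of them by more than the spread. The count of 29 lay between 23, in the deposited values without normalization between arrays, and 30 in the alternatives set beforehand. Ifi30 (NM_001030026) had an NSI of 397 in ENMO, 20.9 in EAEcoI, 119 in EAEcoP and between 28.9 and 39.3 on the arrays without T cells, a fold change of ENMO over EAE of 5.68. It was 19.0-fold higher in ENMO than in EAEcoI and 3.34-fold higher than in EAEcoP.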

Since GO Term pathway analysis only insufficiently assigned these genes to specific groups, we used PubMed searches to cluster them according to their possible involvement in ischemic damage (2), ubiquitination (4), antigen processing/presentation and inflammation (6), activity against pathogens (4), anti-inflammatory action (5), protection from tissue damage (4), and others (7) (Fig 6, S3 and S4 Tables). Cumulatively, these findings revealed that ENMO rats have a clear type I-IFN signature in the spinal cord.

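Gbp2 (NM_133624) had an NSI of 4470 in ENMO, 963 in EAEcoI, 2254 in EAEcoP and between 19.7 and 53.4 without T cells, a fold change of ENMO over EAE of 2.78. Psmb9 (NM_012708) was 3.25-fold, Oas1a (NM_138913) 2.53-fold and Irf5 (NM_001106586) 6.20-fold higher in ENMO than in EAE, and B2m (CF111193) 3.72-fold by the brighter of its 2 probes and 1.14-fold by the other. Against EAEcoI alone, Gbp2 was 4.64-fold and B2m, by its brighter probe, 8.01-fold higher, and against EAEcoP alone 1.98-fold and 2.42-fold. The other probe of B2m had an NSI of 78.9 in ENMO, 20.2 in EAEcoI and 118 in EAEcoP. Serping1 (NM_199093) had 2 probes that differed. The brighter gave 1.02, or 2.25 against EAEcoP and 0.655 against EAEcoI, and the other, with an NSI of 13.4 in EAEcoI and 382 in EAEcoP, gave 1.62. Pdgfrl (NM_001011921) was 1.54-fold lower in ENMO than in EAE, and 2.26-fold higher when compared with EAEcoI alone. Dtx3l (NM_001109053), Etv6 (NM_001037353), Pi4k2b (NM_001005883), Il10, Sectm1b (NM_199082), Impa2 (NM_172224) and the target similar to IFN-α were among those whose NSI in ENMO was above that in EAE but not above the highest of the arrays without T cells by more than the spread, as it was for 18 of the 29 ISGs. Another list of ISGs (core_ISG) was made before the data were examined and shares none with Table 2. The median log2 fold change of its 38 measured genes was -0.50 for ENMO over EAE. It lay at the percentile 6.90 of 10000 random lists of equally bright genes. By more than the spread, 4 of these genes were higher and 16 lower in ENMO. Most of the 16 were not well above background on the ENMO array, such as Parp14 with an NSI of 1.79. Their ratios were not replaced by limits. With only the 20 genes well above background on the 3 arrays with T cells, the median was -0.34 (percentile 4.54). The median of all 38 was -0.93 (percentile 0.39) compared with EAEcoP alone and -0.03 (percentile 48.5) with EAEcoI alone. From the ISGs among the genes that were differentially expressed in ENMO, the paper concludes that ENMO rats have a type I interferon signature in the spinal cord. By qPCR in other rats, the paper also reports Gbp2 higher in ENMO than in both EAE groups, and Irf5 than in EAEcoI.

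**Figure D2:**
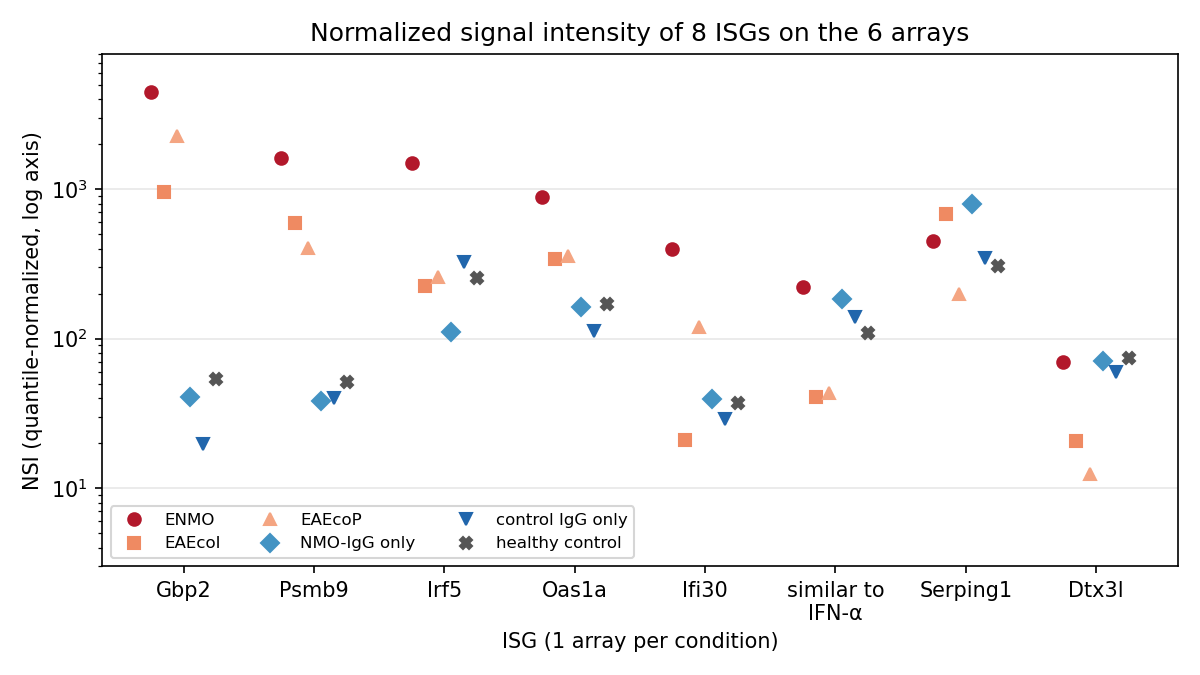
NSI (y axis, log scale) of 8 ISGs of Table 2 on the 6 arrays, 1 symbol for each array. For Gbp2, Psmb9 and Oas1a the 3 arrays with T cells lie above the 3 without, with ENMO highest. For the target similar to IFN-α and Dtx3l both EAE arrays lie below all other arrays.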

**Fig 6:**
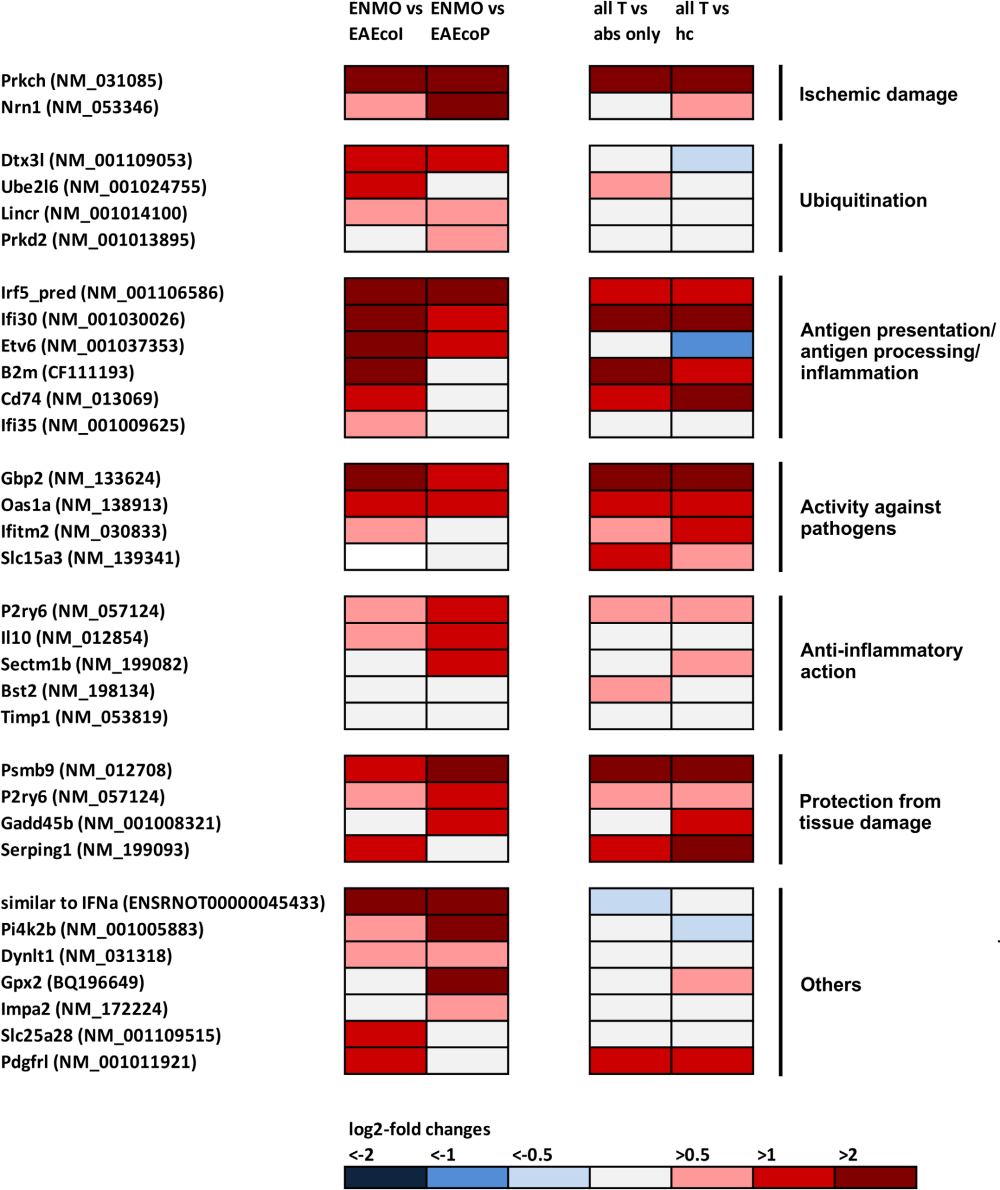
Footprints of the action/production of type I interferons in ENMO and EAE, as revealed by microarray analysis. In the first column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between rats receiving T cells and NMO-IgG (ENMO, n = 5) and their counterparts receiving T cells and subcuvia as control IgG (EAE_coI_, n = 5) or T cells and PBS (EAE_coP_, n = 5). In the second column of pairwise comparison of log_2_-fold changes in gene expression, mean values were compared between a group containing all ENMO plus EAE_coI_ plus EAE_coP_ animals (n = 15, “all T”) and a group containing animals injected with antibodies only (“abs only” (5 animals with NMO-IgG plus 5 animals with subcuvia as control IgG) or containing healthy control animals only (“hc”, n = 3). The differentially expressed genes shown here belong to 7 different, large groups, i.e. to ischemic damage, ubiquitination, antigen presentation/antigen processing/inflammation, activity against pathogens, anti-inflammatory action, protection from tissue damage, and unknown function (“others”). In experimental autoimmune neuromyelitis optica (ENMO), 31 differentially expressed genes are found. 19/32 differentially expressed genes were already upregulated in all T cell-induced CNS inflammations compared to all other non-inflammatory controls.

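A fold change of all T over all non-T was measured for 28 of the ISGs of Table 2. It was above 1 for 20 of them, for 11 by more than the spread between spots, and above 0.5 on the log2 scale for 12. For 4 of the 20 it was not above 1 without the ENMO array. The largest were 67.6 for Gbp2, 42.4 without ENMO, and 20.1 for Psmb9, 11.5 without ENMO. Nrn1 (NM_053346) and Dynlt1 (NM_031318) had none, as neither was well above background on the arrays without T cells, and their limits were below 1.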

**Table 2:** Footprints of the action/production of type I interferons in spinal cords of Lewis rats with experimental neuromyelitis optica.

Target Id	fc ENMO / EAE	fc all T / all non-T	Gene symbol	major function	Ref.
**NM_031085**	**432.4**	**72.4**	**Prkch**	protein kinase C eta; down-regulated through immune responses; associated with increased risk of rheumatoid arthritis, ischemic stroke and cerebral hemorrhage	[76,77]
**NM_001106586**	**6.8**	**3.1**	**Irf5_predicted**	interferon regulatory factor 5 (predicted); highly expressed in M1 macrophages; promotes polarization of inflammatory macrophages and T_H_1-T_H_17 responses.	[78]
NM_001030026	5.6	5.1	Ifi30	interferon gamma inducible protein 30; = Gamma-interferon-inducible lysosomal thiol reductase (GILT); involved in antigen-processing by antigen presenting cells; found among top 20 upregulated genes in NMO lesions	[66,79]
**ENSRNOT00000045433**	**5.0**	**0.7**	**ENSRNOT00000045433**	**„Similar to interferon-α “**	
NM_012708	3.6	21.5	Psmb9	Component of immunoproteasome; protect cell viability under conditions of IFN-induced oxidative stress; critical for removal of oxidized proteins	[80,81]
NM_001037353	3.2	0.7	Etv6	ets variant gene 6 (TEL oncogene); represses Stat3, which is a transcription factor needed for the antiproliferative effects caused by cytokines like IL-6	[82]
NM_133624	3.0	83.7	GBP2	guanylate nucleotide binding protein 2; inhibits cell spreading; role in resistance to intracellular pathogens	[83,84]
NM_001005883	2.8	0.7	Pi4K2B	Phosphatidylinositol 4-kinase type 2-beta	[25]
**NM_138913**	**2.6**	**3.6**	**Oas1a**	2'-5' oligoadenylate synthetase 1A; in antiviral signaling cascade	[64]
NM_001109053	2.4	0.7	Dtx3l	Deltex 3-like; E3 ubiquitin-protein ligase	[85]
NM_053346	2.4	1.0	Nrn1	Neuritin; induced by hypoxia; hypoxic perinecrotic marker	[86]
NM_057124	2.3	1.6	P2ry6	pyrimidinergic receptor P2Y, G-protein coupled, 6; in T cells and macrophages; inhibits activation of effector T cells; in astrocytes: activation prevents TNF-α-induced apoptosis in astrocytes;	[87–89]
**NM_012854**	**2.1**	**0.8**	**Il10**	**Interleukin 10; antiinflammatory action**	[25]
**NM_001008321**	**2.0**	**1.4**	**Gadd45b**	**Growth arrest and DNA-damage-inducible, beta; regulates cell growth, differentiation and cell death following cellular exposure to DNA damage and TGF-β**	**[90]**
NM_199093	2.0	3.3	Serpin G1	C1 esterase inhibitor; prevents complement factor C1 autoactivation in the fluid phase and prevents initiation of classical-pathway activation on antigen–antibody complexes when the antibody has low antigen affinity or interacts weakly with C1q.	[91–93]
CF111193	2.0	4.9	B2m	Beta-2-microglobulin; antigen presentation via MHC class I	[25]
NM_001024755	1.9	1.4	Ube2l6	ubiquitin-conjugating enzyme E2L 6;	[25]
NM_001014100	1.7	1.1	Lincr	E3 ubiquitin-protein ligase NEURL3;	[25]
NM_031318	1.7	0.8	Dynlt1	Dynein light chain TcTex-type 1; upon phosphorylation, it regulates microtubules and mitochondria, leads to their stabilization, and contributes to cellular hypoxic tolerance	[94]
NM_199082	1.7	2.8	Sectm1b	Secreted and transmembrane 1B; inhibitory to T cell receptor-mediated T cell activation	[95]
BQ196649	1.7	1.3	Gpx2	glutathione peroxidase 2; mostly described in the context of intestinal inflammation	[25]
NM_172224	1.6	1.0	Impa2	inositol (myo)-1(or 4)-monophosphatase 2; mostly described in context of bipolar disorders	[25]
NM_001109514	1.6	1.2	Slc25a28	Mitoferrin-2; Mitochondrial iron transporter	[25]
NM_013069	1.6	2.8	CD74	Invariant chain functioning as MHC class II chaperone; a chondroitin-sulfate modified CD74 is expressed on the surface of antigen-presenting cells as part of the CD44-CD74 receptor complex. This complex found both in macrophages/monocytes and B cells and is needed for the binding of macrophage migration inhibitory factor (MIF). In macrophages/monocytes, this leads to the subsequent activation of these cells for optimal expression of TNF, IL-1, and prostaglandin E2, and for enhancing phagocytosis; In B cells, it causes proliferation/survival and results in maintaining a mature B cell population	[96]
NM_001011921	1.6	3.1	PDGFRL	Platelet-derived growth factor receptor-like protein	[25]
NM_001013895	1.6	1.3	Prkd2	Protein kinase D2; involved in β1 integrin recycling upon activation of Rab5c; required for ligand-inducible stimulation of IFNAR1 ubiquitination and endocytosis; many additional functions	[25,39,97]
**NM_030833**	**1.4**	**2.2**	**Ifitm2**	interferon induced transmembrane protein 2; anti-viral	[26]
NM_001009625	1.4	1.1	Ifi35	Negatively regulates antiviral signaling	[98]
NM_139341	1.2	1.9	Slc15a3	Endo-lysosomal peptide transporter; preferentially expressed by dendritic cells after activation of Toll-like receptors; mediates egress from peptides into the cytoplasm for pathogen sensing by NOD2 (nucleotide-binding oligomerization domain containing 2); Activation of NOD2 results in the transcription of genes encoding chemokines, cytokines, antimicrobial peptides, and type I interferons	[99,100]
NM_198134	1.2	1.4	Bst2	Bone marrow stromal cell antigen 2 (CD317); readily induced by type I interferons; strongly inhibits production of IFN and proinflammatory cytokines by plasmacytoid dendritic cells	[101]
NM_001037353	1.2	1.2	Timp1	Tissue inhibitor of metalloproteinases; attenuates blood-brain barrier permeability; regulates access of CD4+ T cells into the CNS parenchyma	[102,103]

Type I interferon stimulated genes were identified using a list of 387 type I interferon stimulated human/chimpanzee genes compiled by Schoggins and colleagues [26] after screening data sets from 10 different publications on microarrays from various type I IFN-treated cells or tissues [53–62], and additional literature searches (bold) [63–65].

Fold changes (fc) > 1 indicate an upregulation in gene expression, fc < 1 indicate a downregulation all T = mean value of all T cell mediated diseases (i.e. ENMO, EAE_coI_, EAE_coP_)

EAE = mean value of EAE_coI_ and EAE_coP_; all non-T = mean value of all non-inflammatory controls (i.e. healthy control animals, animals injected with NMO-IgG only, animals injected with control IgG only)

Most of the ISGs were already upregulated in EAE (Fig 6, S3 Table, S4 Table), but were further increased in ENMO (Fig 6, Table 2). 

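The mean NSI of EAEcoI and EAEcoP was above that of all non-T for 16 of the 28 ISGs of Table 2 with a value, and for 9 by more than the spread between spots. For 15 of the 16, ENMO was higher still, and for 6 both steps were larger than the spread. In the core_ISG list, whose genes were not chosen on these arrays, the median log2 fold change of EAE over all non-T was 0.42, at the percentile 94.6 of the random lists. It was 0.63 (percentile 98.0) for EAEcoP alone and 0.09 (percentile 76.6) for EAEcoI alone. With genes below background set to their bound, which was added after seeing the values, it was 0.12 (percentile 99.3).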

The upregulation of ISGs in ENMO compared to EAE suggests that they either influence the formation of inflammatory spinal cord lesions provoked by the presence of antibodies and granulocytes in ENMO [18,67], or that they are specifically triggered by this process. These findings raised important questions:

Is the size of astrocyte-destructive lesions seen in ENMO limited by ISGs, as suggested by the observation of a protective role of I-IFN signaling in EAE [15]? Is their size promoted by the action of these genes, as suggested by the formation of larger astrocyte-destructive lesions after intra-cerebral injection of NMO-IgG and complement in I-IFN receptor (IFNAR) sufficient animals than in their knock-out counterparts [16]? Or is the action of I-IFNs neutral, as suggested from a lack of potentiation of lesions in spinal cord slice cultures exposed to complement and NMO-IgG for 72 hours after a 24-hour pretreatment with IFN-β- [17]?

To specifically address these questions, we could not applicate I-IFN in an active ENMO model induced by immunization with AQP4 in complete Freund´s adjuvans since I-IFN interferes with T cell–dendritic cell interactions in lymph nodes and thus skews the activation and expansion of T cell subsets [68,69].

Instead, we initiated passive ENMO by transfer of CNS antigen-specific T cells and transfer of both NMO-IgG and I-IFN or vehicle at the time when first clinical symptoms indicated an open blood-brain barrier. Under these conditions, I-IFN could enter the CNS not only unspecifically and passively [70–73], but also in the correct temporal and spatial context of lesion formation. In such a scenario, the actions of I-IFNs in lymph nodes during the priming phase of immune responses could be neglected, and the observed effects would only result from an I-IFN effect on or at the blood brain barrier affecting leukocyte trafficking, and from the amplification of the local I-IFN responses by the peripherally administered I-IFNs, since “even twofold changes in IFN levels can result in sixtyfold changes in ISG levels” [74,75]. We reasoned, that under such conditions, beneficial or detrimental effects of the ISGs should become clearly visible.

### ENMO in the presence or absence of the administration of type I interferons

In a first set of experiments, we treated the ENMO animals with IFN-β or PBS. At the day of sacrifice, we found comparable clinical scores and NMO-IgG titers, which was ENMO median score 1 with a median antibody titer of 1:80 (range 1:40–1:80; animals killed 12 and 24 hours after IFN-β injection), and ENMO score 2 with a median antibody titer of 1:40 (range 1:20–1:40; animals killed 48 hours after IFN-β injection). We also observed the presence of inflammatory astrocyte-destructive lesions characteristic for ENMO in both types of animals. At all treatment times analyzed, spinal cord lesions with AQP4 loss and GFAP loss were smaller, and contained less CD3^+^ T cells, ED1^+^ macrophages/activated microglia and 5-LO^+^, activated neutrophils in IFN-β treated ENMO animals than in their PBS-treated counterparts. These differences reached significance for a treatment duration of 24 hours (Fig 7, Table 3).

**Fig 7:**
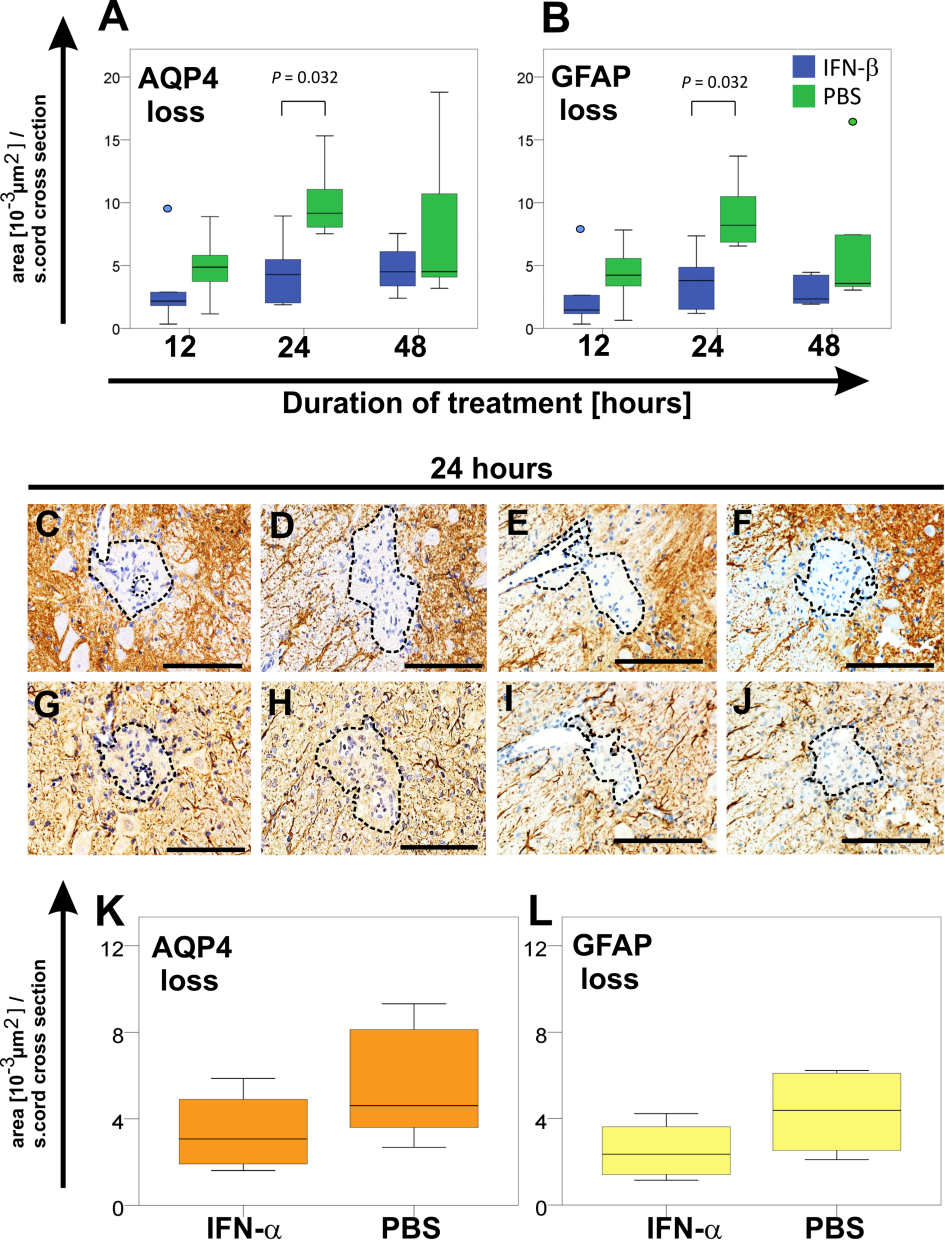
Differences in tissue damage between type I interferon-treated animals with ENMO. Size determinations of lesions with loss of AQP4 (A) or GFAP (B) reactivity in spinal cord sections of ENMO animals treated with IFN-β (blue) or PBS as vehicle control (green) for 12, 24, or 48 hours. Shown here are median and range of 5 animals per group. Differences between IFN-β and PBS-treated animals were significant after a 24-hour treatment with IFN-β (p = 0.032, Mann-Whitney U test; The blue and green dots indicate outliers). Shown in C-J are representative spinal cord sections reacted with antibodies against AQP4 (C-F, brown) or GFAP (G-J, brown) of animals treated for 24 hours with IFN-β (C,G) or PBS (D, H), and with IFN-α (E,I) or PBS (F,J). Counterstaining was done with hematoxylin to reveal nuclei (blue).

**Table 3:** Comparison of immunohistochemical findings in ENMO animals treated for 12, 24, or 48 hours with interferon-beta (IFN-β) or phosphate-buffered saline (PBS; vehicle control).

12 hours			24 hours		48 hours	
	IFN-β	PBS	IFN-β	PBS	IFN-β	PBS
# lesions with AQP4 loss	1.1(0.3–2.4)	1.7(0.8–1.9)	1.2(0.7–1.6)	1.4(1.2–1.7)	1.0(0.7–1.4)	0.9(0.8–1.8)
# CD3^+^ cells	353 (328–489)	446(291–554)	298**(271–340)	540 **(440–642)	460 (393–517)	519 (308–589)
# ED1^+^ cells	982 (899–1142)	1004 (974–1108)	1024** (952–1184)	1584**(1456–1696)	868 (736–1344)	1048 (832–1460)
# 5-LO^+^ cells	179 (132–286)	241 (197–339)	120** (98–134)	238** (204–304)	94 (43–130)	112 (53–174)

5 animals/group were analyzed, and all data shown represent numbers (#) / complete spinal cord section expressed as median (range).

CD3^+^ cells represent T lymphocytes; ED1^+^ cells represent activated microglia/macrophages; 5-LO^+^ cells represent activated neutrophils.

** indicates statistically significant differences between the IFN-β and PBS treated animals with experimental neuromyelitis optica (p<0.01, Mann-Whitney U test).

Although IFN-β and IFN-α act through IFNAR, the functional outcome might be different (for review see [74]), either due to differences in the affinity of IFNAR for these molecules [104], or due to differences in the stability of IFNAR with its ligands [105,106]. Therefore, we made an additional experiment and treated the ENMO animals with IFN-α1 or PBS. When we sacrificed the animals 24 hours later, they had comparable ENMO scores (1.3 vs 1.5, p = 0.777), comparable antibody titers (median 1:240 vs 1:320, p = 0.091), and ENMO-typical lesions. As seen before with IFN-β treatment, lesions with AQP4 loss (Fig 7) and GFAP loss (Table 4) were smaller upon treatment with IFN-α1, although these differences did not reach significance.

**Table 4:** Comparison of immunohistochemical findings in ENMO animals treated for 24 hours with interferon-alpha (IFN-α) or phosphate-buffered saline (PBS; vehicle control).

	IFN-α	PBS
# lesions with AQP4 loss	1.5 (0.9–1.9)	1.9 (1.5–2.5)
# CD3^+^ cells	514 (505–660)	652 (587–692)
# ED1^+^ cells	1096 (918–1394)	1392 (1096–1843)
# 5-LO^+^ cells	127 (92–148)	205 (98–212)

4 and 5 animals/group were analyzed in the IFN-α and PBS-treated groups, respectively. The data shown represent numbers (#) / complete spinal cord section expressed as median (range). CD3^+^ cells represent T lymphocytes; ED1^+^ cells represent activated microglia/macrophages; 5-LO^+^ cells represent activated neutrophils. The differences between the different treatment groups were not significant (all p > 0.05, Mann-Whitney U test).

Taken together, treatment of ENMO animals with I-IFN under conditions of an open blood-brain barrier was clearly beneficial for the animals.

Median size and range of lesions with AQP4 loss (K) or GFAP loss (L) were also determined after a 24-hour treatment with IFN-α (4 rats) or PBS (5 rats). There was a trend towards smaller lesions resulting from IFN-α treatment, but did not reach significance (p = 0.221, Mann-Whitney U test).

## Discussion

We report here that Lewis rats with ENMO have a clear I-IFN signature in their spinal cords, as evident from the expression of ENRSRNOT00000045433 (“similar to interferon-α”), and also from the expression of ISGs. Although many of these gene products are already upregulated in EAE compared to non-inflammatory controls, the I-IFN signature is clearly more pronounced in ENMO than in EAE. Short-term I-IFN treatment of ENMO rats with an open blood-brain barrier limited the extent of tissue damage.

In the intact CNS parenchyma, I-IFN levels are extremely low, since plasmacytoid dendritic cells, the main IFN-α-producing cells [74,107] are absent, since astrocytes and neurons synthesize I-IFNs only after engagement of their toll-like receptors 3 in response to viral stimulation [108,109], and since oligodendrocytes seem to be unable to produce I-IFNs at all [74]. However, there are a number of reports suggesting that peripheral I-IFN is able to access the CNS [70–73].

In the inflamed CNS, I-IFNs are produced by infiltrating myeloid cells (dendritic cells, macrophages), and by cells with microglial morphology [110,111], while responses to I-IFN can be mounted by many types of cells expressing the I-IFN receptor (IFNAR; [112]), e.g. by infiltrating macrophages [113], plasmacytoid dendritic cells [114–116], neutrophils [117], microglia [118], T cells [119], and astrocytes [120]. In spite of the widespread expression of IFNARs, IFNAR-signaling in EAE and ENMO seems to predominantly affect myeloid cells, since many of the ISGs identified by our microarray analysis are either produced by or act on macrophages/activated microglia and neutrophils (Table 2).

We found that the expression of ISGs is higher in ENMO spinal cords than in their EAE counterparts, which is in line with the higher numbers of activated microglia/macrophages in the inflamed ENMO spinal cords [18], and with the induction of a pro-inflammatory, monocyte recruiting phenotype in astrocytes upon binding of NMO-IgG to AQP4 on their cell surface [121]. Moreover, when we further enhance local I-IFN levels by intraveneous injections of I-IFN at the onset of lesion formation, the amount of tissue damage caused by NMO-IgG was clearly reduced. It could be argued that we see less tissue damage due to an enhancement of activation-induced apoptosis by I-IFN. However, this is unlikely to be the cause, since this would affect T_H_17 cells much more than T_H_1 cells [122], the T cell subset used to induce ENMO [28][123]. Our findings clearly corroborate earlier studies in mice which demonstrated that IFNAR signaling in macrophages and microglial cells limited CNS damage in EAE [15,113]. The most likely explanation for our finding is that the upregulation of ISGs is also beneficial in ENMO, and that we enhance this beneficial effect by the injection of I-IFN. This interpretation would be in line with the observation that several of the upregulated ISGs have tissue protective properties, e.g. Psmb9, P2ry6, Gadd45b, and SerpinG1, while others have anti-inflammatory properties, like P2ry6, IL-10, Sectm1b, Bst2, and Timp1 (Table 2). Moreover, both I-IFNs produced within the inflamed CNS and the I-IFNs peripherally injected into the ENMO rats could jointly reduce the neutrophil infiltration triggered by inflammatory cytokines and attenuate the disruption of the blood-brain barrier [124]. This would be especially important in a disease like NMO or ENMO, where neutrophils play an essential role in lesion formation [125,126].

At first glance, there seems to be a discrepancy between the seemingly protective I-IFN signature in ENMO rats culminating in the formation of smaller NMO-like lesions in I-IFN treated ENMO animals, and the formation of larger NMO-like lesions in wildtype mice compared to their IFNAR deficient counterparts, when both were intracerebrally injected with NMO-IgG and complement [16]. However, antibody-dependent cellular cytotoxicity executed by Fc gamma-receptor 3 (Fcgr3)-positive activated microglia, macrophages and neutrophils is an important factor contributing to the formation of astrocyte-destructive lesions in the presence of NMO-IgG and complement [27,28], and neutrophils were found in much lower numbers in the NMO-IgG/complement-injected CNS of the IFNAR deficient mice [16].

The beneficial outcome of I-IFN treatment of ENMO rats also differs from observations in spinal cord slice cultures, in which the addition of IFN-β had no effects on NMO-IgG/complement mediated tissue damage [17]. Most likely, these discrepancies can be explained by differences in treatment duration (3 days in slice cultures, 2 days and less in ENMO) [127], and by the absence of immune effector cells crossing the blood-brain barrier in the slice cultures.

To what extent do our data, which were obtained from spinal cords of rats with T_H_1 cell-induced ENMO reflect the situation of spinal cords of NMO patients, in which T_H_17 cells are thought to play an important role [128], especially since T_H_17 cells have much higher levels of IFNAR1 [119]? First, both in our ENMO model and in human NMO, activated CD4^+^ T cells are found in the CNS parenchyma [28]. Once these cells are within the tissue, it seems to be irrelevant whether they belong to the T_H_1 or T_H_17 subset of cells, since T_H_17 cells undergo phenotypic conversion to interferon-gamma (IFN-γ) producing T_H_1 cells within the CNS [129,130]. Hence, both types of T_H_ cells can provide the cooperative signaling by IFN-γ needed for the effects of I-IFN [131]. Secondly, both in the ENMO model (see above) and in human NMO [30,31], a clear IL-6 signature was found. And last, our microarray analysis of ENMO spinal cords identified Ifi30/GILT as a differentially expressed and upregulated gene, and this molecule also counts among the top 20 upregulated genes in NMO lesions [66].

Hence, it is tempting to speculate that the gene signature seen within the spinal cords of ENMO rats reflects the gene signature of the spinal cords of NMO patients. Why, then, do NMO patients not profit from treatment with I-IFN?

In contrast to our ENMO rats, which received I-IFN as a short-term treatment when their blood-brain barrier was open, NMO patients were treated for a long time once they were in remission [5–12]. Hence, in these patients, I-IFN could also affect the differentiation and expansion of autoimmune T cells [122] and of plasmablasts/B cells. For studies into these aspects of the action of I-IFN, our model is not suitable, since it is based on passive disease induction, i.e. the transfer of high numbers of fully differentiated activated T cells and of NMO-IgG as humoral effector molecules. One particularly important survival factor for B cells is B cell activating factor of the TNF family (BAFF) [132–134], also known as tumor necrosis factor (ligand) superfamily member 13b (TNFSF13b), which is produced by I-IFN-treated astrocytes, neutrophils, and peripheral blood mononuclear cells. Unfortunately, we could not obtain information about BAFF in ENMO from our microarrays, since genetic information about this molecule is only available for humans and mice, but not for rats (iHOP– http://www.ihop-net.org/, retrieved february 04, 2016). However, in humans, elevated serum levels of BAFF are associated with increased B-cell proliferation and improved survival of B lineage cells [135] and could serve as an explanation for the increase in AQP4 antibody titer observed in an NMO patient in the course of IFN-β treatment [7]. 

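No target of the array carried the symbol of this molecule, either by the name in the deposited files or by the RefSeq transcripts of the rat gene list of the reference, in which the gene has an entry. No array value is given for it here. Targets without a symbol, such as expressed sequence tags, were not searched for it.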

Higher BAFF levels are observed in the CSF of AQP4-antibody positive NMO patients [136,137], in the group of I-IFN treated hepatitis C patients progressing to NMO [138,139] or to other types of antibody-associated autoimmune diseases [140–143], and in the serum of patients with other antibody-driven autoimmune diseases like Sjögren´s syndrome [144,145] or systemic lupus erythematosus [146]. Hence, in patients with NMO, the deleterious effects of BAFF on autoaggressive B lineage cells might outweigh the protective effects of I-IFN within the inflamed CNS.

## Supporting Information

S1 Table Immunologically relevant proteins among the 366 upregulated gene products with GenBank accession numbers, grouped according to GO Term pathway analysis. (PDF) Click here for additional data file.

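Of the 32 targets of S1 Table, 31 had a fold change of ENMO over EAE, all above 1 and 23 by more than the spread between spots, with a median of 1.95. The NSI was over 100 in ENMO and higher there than on every other array for 29 of the targets. The fold change of all T over all non-T was above 1 for 26 of the 32, with a median of 1.68.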

S2 Table Differentially expressed immunologically relevant genes upregulated in spinal cords of Lewis rats with experimental neuromyelitis optica. (PDF) Click here for additional data file.

S3 Table Footprints of the action/production of type I interferons in experimental autoimmune encephalomyelitis. (PDF) Click here for additional data file.

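For the 18 ISGs of S3 Table, EAEcoP was compared with all non-T, or EAEcoI for Gpx2 (BQ196649) and Prkd2. The fold change was above 1 for 15 and by more than the spread between spots for 10, and 9 of the 18 were above all non-T on both EAE arrays. It was 59.5 for Gbp2, 9.26 for Psmb9, 3.70 for B2m and 3.39 for Ifi30, and Pdgfrl was at least 15.5-fold higher. Ifi30 (0.596), Slc25a28 (NM_001109515, 0.588 in place of 1.30), Bst2 (NM_198134, 0.743 in place of 1.12) and Ube2l6 (NM_001024755, 0.481 in place of 1.58) were below all non-T when EAEcoI was taken, as were Gpx2 (0.335 in place of 1.69) and Prkd2 (0.852 in place of 1.39) with EAEcoP. Serping1 was 2.43-fold, Gadd45b (NM_001008321) 1.56-fold and P2ry6 (NM_057124) 1.17-fold lower in EAEcoP than in all non-T, and with EAEcoI they were above it at 1.42, 1.52 and 1.35. By the mean over its 2 probes, Serping1 was 3.75-fold higher. The other probe of Bst2 had an NSI of 150 in EAEcoI and 176 in EAEcoP, both above the 78.1 to 93 without T cells. It gave a ratio of ENMO over EAE of 0.858, against 1.69 by the brighter probe.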

S4 Table Additional references for S1–S3 Tables. (PDF) Click here for additional data file.

# Supplementary material for: Experimental Neuromyelitis Optica Induces a Type I Interferon Signature in the Spinal Cord
**Source:** PLoS One. 2016 Mar 18;11(3):e0151244. doi: 10.1371/journal.pone.0151244
**Supplement:** S1 Table

**S1 Table. Immunologically relevant proteins among the 366 upregulated gene products with GenBank accession numbers, grouped according to GO Term pathway analysis.**

**GO Term “immune response”:**

| <b>GENBANK_ACCESSION</b> | <b>GENE NAME</b>                                                                                                              |
|--------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| NM_138913                | 2'-5' oligoadenylate synthetase 1A                                                                                            |
| XM_001053627             | Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide                                                          |
| NM_001100836             | Fc fragment of IgG, high affinity Ia, receptor (CD64)                                                                         |
| M64368                   | Fc fragment of IgG, low affinity IIb, receptor (CD32); Fc fragment of IgG, low affinity IIa, receptor (CD32)                  |
| NM_001008829             | RT1 class I, CE14; RT1 class I, CE16; RT1 class Ia, locus A2; RT1 class Ib, locus Cl; RT1 class Ia, locus A1; RT1 class I, A3 |
| NM_001008840             | RT1 class I, CE2                                                                                                              |
| NM_001008841             | RT1 class I, CE3                                                                                                              |
| AJ004888                 | RT1 class Ib, locus Aw2                                                                                                       |
| NM_001048045             | RT1 class Ib, locus M5                                                                                                        |
| NM_019262                | complement component 1, q subcomponent, beta polypeptide                                                                      |
| NM_001077642             | complement factor D (adipsin)                                                                                                 |
| NM_133624                | guanylate binding protein 2                                                                                                   |
| NM_012968                | interleukin 1 receptor accessory protein                                                                                      |
| NM_012854                | interleukin 10                                                                                                                |
| NM_022634                | leukocyte specific transcript 1                                                                                               |
| NM_001108076             | myosin IF                                                                                                                     |
| NM_001106031             | nucleoside phosphorylase                                                                                                      |
| NM_012708                | proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)                                      |
| NM_053908                | protein tyrosine phosphatase, non-receptor type 6                                                                             |
| NM_017160                | ribosomal protein S6; similar to 40S ribosomal protein S6                                                                     |
| NM_199093                | serine (or cysteine) peptidase inhibitor, clade G, member 1                                                                   |
| AF436847                 | similar to complement factor H-related protein                                                                                |

**GENBANK\_ACCESSION**

NM\_138533

NM\_172328

NM\_198769

**GENE NAME**

spondin 2, extracellular matrix protein

tachykinin 4

toll-like receptor 2

**GO Term “antigen processing and presentation”:****GENBANK\_ACCESSION**

XM\_001053627

NM\_001100836

M64368

M64368

NM\_001008829

NM\_001008840

NM\_001008841

AJ004888

NM\_001048045

NM\_001030026

NM\_012708

**GENE NAME**

Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide

Fc fragment of IgG, high affinity Ia, receptor (CD64)

Fc fragment of IgG, low affinity IIb, receptor (CD32); Fc fragment of IgG, low affinity IIa, receptor (CD32)

Fc gamma receptor II beta

RT1 class I, CE14; RT1 class I, CE16; RT1 class Ia, locus A2; RT1 class Ib, locus Cl; RT1 class Ia, locus A1; RT1 class I, A3

RT1 class I, CE2

RT1 class I, CE3

RT1 class Ib, locus Aw2

RT1 class Ib, locus M5

interferon gamma inducible protein 30

proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)

**GO Term “regulation of immune effector processes”:****GENBANK\_ACCESSION**

XM\_001053627

NM\_001100836

M64368

**GENE NAME**

Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide

Fc fragment of IgG, high affinity Ia, receptor (CD64)

Fc fragment of IgG, low affinity IIb, receptor (CD32); Fc fragment of IgG, low affinity IIa, receptor

**GENBANK\_ACCESSION****GENE NAME**

|              |                                                                                                                               |
|--------------|-------------------------------------------------------------------------------------------------------------------------------|
| M64368       | (CD32)<br>Fc gamma receptor II beta                                                                                           |
| NM_001008829 | RT1 class I, CE14; RT1 class I, CE16; RT1 class Ia, locus A2; RT1 class Ib, locus Cl; RT1 class Ia, locus A1; RT1 class I, A3 |
| NM_012488    | alpha-2-macroglobulin                                                                                                         |
| NM_012854    | interleukin 10                                                                                                                |
| NM_001106031 | nucleoside phosphorylase                                                                                                      |
| NM_053908    | protein tyrosine phosphatase, non-receptor type 6                                                                             |
| NM_199093    | serine (or cysteine) peptidase inhibitor, clade G, member 1                                                                   |
| AF436847     | similar to complement factor H-related protein                                                                                |

**GO Term “positive regulation of immune responses”:****GENBANK\_ACCESSION****GENE NAME**

|              |                                                                                                                               |
|--------------|-------------------------------------------------------------------------------------------------------------------------------|
| XM_001053627 | Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide                                                          |
| NM_001100836 | Fc fragment of IgG, high affinity Ia, receptor (CD64)                                                                         |
| M64368       | Fc fragment of IgG, low affinity IIb, receptor (CD32); Fc fragment of IgG, low affinity IIa, receptor (CD32)                  |
| M64368       | Fc gamma receptor II beta                                                                                                     |
| NM_001008829 | RT1 class I, CE14; RT1 class I, CE16; RT1 class Ia, locus A2; RT1 class Ib, locus Cl; RT1 class Ia, locus A1; RT1 class I, A3 |
| NM_019262    | complement component 1, q subcomponent, beta polypeptide                                                                      |
| NM_001077642 | complement factor D (adipsin)                                                                                                 |
| NM_001106031 | nucleoside phosphorylase                                                                                                      |
| NM_053908    | protein tyrosine phosphatase, non-receptor type 6                                                                             |
| NM_199093    | serine (or cysteine) peptidase inhibitor, clade G, member 1                                                                   |
| AF436847     | similar to complement factor H-related protein                                                                                |
| NM_198769    | toll-like receptor 2                                                                                                          |

**GO Term “defense response”:**

**GENBANK\_ACCESSION**

XM\_001053627

NM\_001100836

M64368

NM\_031634

NM\_012488

NM\_001108452

NM\_019262

NM\_001077642

NM\_013185

NM\_012968

NM\_012854

NM\_001025420

NM\_001108076

NM\_053908

NM\_031531

NM\_199093

AF436847

NM\_198769

**GENE NAME**

Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide

Fc fragment of IgG, high affinity Ia, receptor (CD64)

Fc fragment of IgG, low affinity IIb, receptor (CD32); Fc fragment of IgG, low affinity IIa, receptor (CD32)

Mediterranean fever

alpha-2-macroglobulin

coactosin-like 1 (Dictyostelium)

complement component 1, q subcomponent, beta polypeptide

complement factor D (adipsin)

hemopoietic cell kinase

interleukin 1 receptor accessory protein

interleukin 10

lymphocyte-specific protein 1

myosin IF

protein tyrosine phosphatase, non-receptor type 6

serine (or cysteine) peptidase inhibitor, clade A, member 3N

serine (or cysteine) peptidase inhibitor, clade G, member 1

similar to complement factor H-related protein

toll-like receptor 2

# Supplementary material for: Experimental Neuromyelitis Optica Induces a Type I Interferon Signature in the Spinal Cord
**Source:** PLoS One. 2016 Mar 18;11(3):e0151244. doi: 10.1371/journal.pone.0151244
**Supplement:** S3 Table

**S3 Table. Footprints of the action/production of type I interferons in experimental autoimmune encephalomyelitis.**

| <b>Target Id</b> | <b>fc EAE<sub>coP</sub> (*: EAE<sub>coI</sub> instead of EAE<sub>coP</sub>) /<br/>all non-T</b> | <b>Gene symbol</b> |
|------------------|-------------------------------------------------------------------------------------------------|--------------------|
| NM_133624        | 72.9                                                                                            | GBP2               |
| CF111193         | 28.7                                                                                            | B2m                |
| NM_012708        | 9.4                                                                                             | Psmb9              |
| NM_199093        | 3.7                                                                                             | Serpin G1          |
| NM_001030026     | 3.4                                                                                             | Ifi30              |
| NM_001011921     | 3.2                                                                                             | PDGFRL             |
| NM_013069        | 3.0                                                                                             | CD74               |
| NM_138913        | 2.5                                                                                             | Oas1a              |
| NM_030833        | 2.3                                                                                             | Ifitm2             |
| NM_139341        | 1.9                                                                                             | Slc15a3            |
| BQ196649         | *1.7                                                                                            | Gpx2               |
| NM_198134        | 1.6                                                                                             | Bst2               |
| NM_001024755     | 1.6                                                                                             | Ube2l6             |
| NM_001008321     | 1.5                                                                                             | Gadd45b            |
| NM_001109514     | 1.4                                                                                             | Slc25a28           |
| NM_001013895     | *1.4                                                                                            | Prkd2              |
| NM_057124        | 1.3                                                                                             | P2ry6              |
| NM_001037353     | 1.1                                                                                             | Timp1              |

Type I interferon stimulated genes in EAE were identified using the list of 31 type I interferon stimulated genes identified in ENMO (see table 3).

Fold changes (fc) > 1 indicate an upregulation in gene expression.

all non-T = mean value of all non-inflammatory controls (i.e. healthy control animals, animals injected with NMO-IgG only, animals injected with control IgG only).

How the deposited data were processed for this re-analysis (not part of the article)

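RNA from spinal cord sections of 6 groups of rats was measured on 6 one-colour Agilent arrays, 1 array per group. Each array carries a pool of 5 rats, or of 3 for the healthy control, so there is 1 replicate per condition. The groups were ENMO (T cells and NMO-IgG), EAEcoI (T cells and control IgG), EAEcoP (T cells, no antibody), NMO-IgG only, control IgG only and healthy control. The rats were killed 5 days after the T cells and 1 day after the antibody.

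The authors deposited for each array the scanner software's table of 45018 spots, with raw and background-corrected intensities, marks for outliers and marks for spots well above background, as the file headers state. The corrected intensities were corrected for background and for trends across the array before they were deposited, and not normalized between arrays. The authors also deposited a table with 1 intensity per target, on a linear scale. These values were checked against the spot tables: they equal the corrected intensity for targets with 1 spot and are not quantile-normalized, which is the normalization that the paper's methods name.

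The 43379 spots that are not controls belong to 41012 probes and 36410 targets. Spots marked as outliers were left out, spots of a probe were averaged on the log2 scale, the arrays were quantile-normalized, and each target was taken from its brightest probe. The result is called normalized signal intensity (NSI) and runs from 1.59 to 188852. Of the targets, 24959 were well above background on at least 1 array and 11195 on all 6. Symbols came from the names in the deposited files and from a table of rat genes of the assembly GRCr8, in which 12251 targets were matched, among them 12163 of the 12968 targets listed by an NM transcript.

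Groups were compared as ratios of mean NSI: ENMO over EAE (EAEcoI and EAEcoP), all T (ENMO, EAEcoI, EAEcoP) over all non-T (NMO-IgG only, control IgG only, healthy control), and EAE over all non-T. For EAE over all non-T of the genes of S3 Table, EAEcoP was used, or EAEcoI where that table marks it. Where no array of a group was well above background, the ratio was computed against the detection floor and is a bound, and no ratio is given where both groups were below background. Fold changes of single genes are given without a p-value. The precision is set by the array: the 263 probes with 10 spots had a pooled SD of 0.472 (log2) between spots. This gives 0.668 as 1 SD of a difference between 2 arrays. Differences between animals are not covered.

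The limma package was fitted to the log2 NSI of targets well above background on at least 1 array, with Benjamini-Hochberg adjusted p under 0.05 as threshold. For ENMO against EAE the fit had 3 groups, and the lone ENMO array was assumed to vary like the other groups. For all T against all non-T it had 2 groups of 3 arrays, and all 10 splits of the arrays into 3 and 3 were also fitted. On simulated data with 200 changed targets, limma called 0 targets in the first comparison and 3 in the second, of which 1 was a changed target.

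The 13 gene lists (core_ISG, neutrophil, myeloid, T cell, B cell, astrocyte, oligodendrocyte, neuron, adipocyte, skeletal muscle, Schwann cells and meninges, erythroid cells, reference genes) hold 267 genes and were written from general knowledge. The median log2 fold change of a list was compared with 10000 random lists of as many targets drawn from the same of 20 bins of mean expression, and is a description of these arrays without a p-value. Percentiles outside 2.5 to 97.5 were counted as outside the middle 95%. Tested on simulated data, 0 of 100 lists of 50 genes without a shift lay above that range and 2 below, and 100 of 100 lists shifted by 1.0 lay above.

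The named genes are every gene that the paper names in its text, figures and tables, the 5 targets with the largest fold change of ENMO over EAE among those well above background on the ENMO array and higher there than on every other array (the 5 largest limits were added after their values were seen), the 5 in each direction with the largest fold change of all T over all non-T among targets past the threshold of limma, of which there were 0 (2827 of 24959 at unadjusted p under 0.05), and members of the gene lists where the text reports on a list. Genes outside this rule are marked where they are named. Alternatives were the deposited values per target as they are, scaling to the 75th percentile, the normexp background correction with an offset of 50, no background correction, the mean over the probes of a target, the mean of log2 values over arrays, other thresholds of intensity and fold change, filters on dim targets, each EAE array alone, leaving out arrays, and for limma the slide or the antibody as a block and an additive fit of T cells and antibody. A further 4 were chosen after seeing the values: quantile normalization of the deposited values per target, keeping spots marked as outliers, removing the local trend of each array (a window of 5 rows and columns to each side), and setting list genes below background to their bound.

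R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 were used. The pathway analysis, histology and quantitative PCR of the paper were not analysed here, and S2 Table and S4 Table were not used here.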

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

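The test for a local brightening of the ENMO array was chosen only after the result was seen. The difference between the effects of NMO-IgG with and without T cells was not tested. None of the genes in this part was past the threshold of limma for ENMO against EAE. On simulated data with 200 changed targets that fit called 0 targets, so it cannot tell whether these genes differ.

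For 8 genes that the paper names, NMO-IgG went with opposite changes with and without T cells: the NSI in ENMO was above both EAE arrays, and that in NMO-IgG only below both control IgG only and healthy control, each by more than the spread between spots. The log2 effect of NMO-IgG with T cells minus the effect without was 4.65 for Cfd, 4.61 for Myo1f, 4.2 for Np (NM_001106031), 4.02 for Irf5, 3.15 for Tcirg1, 2.99 for Etv6, 2.33 for Lincr (NM_001014100) and 2.00 for Il1r2 (NM_053953). Lincr and Il1r2 were not well above background in NMO-IgG only (NSI 19.2 and 13.7), so their change without T cells rests on a value near the background. Among 12184 targets, 231 showed this pattern, of which 161 were well above background on all 6 arrays, 46 the opposite one and 183 were higher with NMO-IgG in both settings. The genes were picked by the study for being high on the ENMO array, which favours the first pattern. For Cfd, adipose tissue in the sections was tested as an explanation: the adipocyte list lay at the percentile 40.6 of random lists. Its members went both ways, from a log2 fold change of 1.67 for Aqp7 to one of -2.72 for Retn, and Fabp4 and Cidec, abundant in fat, were below background in ENMO (NSI 8.17 and 3.93), so adipose tissue cannot be told apart from other causes by this list. Of its 19 genes, 17 were on the array and 5 well above background in the healthy control. An interaction of the antibody with T cells and a difference between single arrays both stay open, as untested.

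Outside the genes that the paper discusses, 8 targets with the largest fold changes or limits of ENMO over EAE were taken. They were picked among targets higher in ENMO than on every other array, so they exceed the arrays without T cells by construction. The 3 with a fold change were Evi1 (NM_001106423) 32.9, Dusp6 (NM_053883) 19.0 and Btbd16 (NM_001017464) 14.0. Dusp6 had an NSI of 1081 in ENMO, 15.6 in EAEcoI and 98.4 in EAEcoP, so that the value was 69.2 against EAEcoI alone and 11.0 against EAEcoP alone, and 201 in control IgG only. Evi1 was well above background only on ENMO and EAEcoP, and Btbd16 only on ENMO, EAEcoI and NMO-IgG only. With the normexp background correction the fold change was 1.86 for Evi1 and 1.46 for Btbd16. The spots of Evi1 and Btbd16 lie in column 1 of the array, and that of Dusp6 in column 14. Of the 20 brightest targets well above background on the ENMO array alone, 11 lie in 1 of 140 blocks of the array, against at most 4 on any other array, and all 20 in the first 8 columns. Evi1 and Btbd16 lie in these columns but not in that block, and with the local trend of each array removed, which was chosen after seeing the values, Evi1 was at 28.2 and Btbd16 at 13.3, so a smooth trend around their spots is not the whole cause. The other probe of each was below background on all 6 arrays. What made these spots bright stays open. The spot of Dusp6 lies outside these columns, and no other technical explanation was tested for it. A response to the antibody stays open, as untested.

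The other 5 were well above background on the ENMO array alone, so only limits can be given, and they are named here after their values were seen: at least 25.7 for AA956119, 22.0 for Trim3 (NM_031786), 21.2 for F5 (NM_001047878), 21.0 for Efcab11 (NM_001024350) and 21.0 for Gykl1 (ENSRNOT00000051142). They are among the 20 brightest such targets, of which 11 lie in 1 block of the array, and AA956119, Trim3 and Efcab11 lie in that block. A local brightening of part of the array may account for them. With the local trend of each array removed, the limits were 16.6, 17.1, 21.8, 15.7 and 20.0, so a smooth trend is not the whole of it. With normexp they were between 1.64 and 2.01. A response to the antibody stays open, as untested.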

How the results depend on the processing

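The settings named here as added were chosen after seeing the values, and all other settings before the data were examined. No paired analysis was possible because each array is a pool of different animals. Fits with the slide or with the antibody as a block, which match arrays by slide or by treatment, are given below. The cause was not tested for any change below unless a cause is given.

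The number of targets higher in ENMO than on every other array (1038) was 599 in the deposited values as they are, 2268 with normexp, 1639 without background correction, 171 at 1.5-fold, 65 at 2-fold, 3666 without an intensity threshold and 481 with an NSI over 100 on all 6 arrays. The thresholds change it by construction. It was within 1.5 times in the other 5 settings. The number of ISGs of Table 2 higher in ENMO than in EAE (29) was within 1.5 times in 13 of 13 settings. The number higher in all T than in all non-T (20) was 12 at a log2 fold change over 0.5, and within 1.5 times in the other 12.

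In the deposited values as they are, the median log2 fold change of all targets was -0.80 for ENMO over EAE (main -0.10), 0.93 for EAE over all non-T (main -0.04) and 0.75 for all T over all non-T. In the main values and the other scalings it lay between -0.11 and 0.01 for all 3. Here a direction counts as changed only where the log2 fold change was over 0.5 in size in the main values. In the deposited values it changed, for ENMO over EAE, in Dynlt1 (1.71 to 0.97), Prkd2 (1.57 to 0.922), Ifitm2 (NM_030833, 1.43 to 0.966), Ifi35 (NM_001009625, 1.45 to 0.875) and Bst2 (NM_198134, 1.69 to 0.867), for all T over all non-T in Pi4k2b (0.698 to 1.05) and Dtx3l (0.503 to 1.15), and for EAE over all non-T in Serping1 (0.412 to 5.63) and Gadd45b (0.641 to 1.22). From smaller main values, Slc15a3 (NM_139341, 1.25 to 0.897) and Timp1 (1.15 to 0.83) also went below 1 for ENMO over EAE. These 7 ISGs left the count of 29, and Prkch, which has a limit there but no main value, joined it, which gave 23.

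Cd74 (1.63, ENMO over EAE) was 0.926 with normexp and 0.928 without background correction. With the mean over probes, Pdgfrl (0.651) was 1.12 for ENMO over EAE and Serping1 3.75 for EAE over all non-T. With the added quantile normalization of the deposited values these were 1.58 and 3.74. With the added removal of local trends, Ifitm2 was 0.952 for ENMO over EAE. With EAEcoI alone as EAE over all non-T, Serping1 was 1.42, Gadd45b 1.52, Ifi30 0.596 (3.39) and Ube2l6 0.481 (1.58). Gpx2 (1.69) was 0.335 with EAEcoP alone, and Gadd45b 1.08 with the mean of both.

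Leaving out 1 array, ENMO over EAE ranged from 0.381 to 2.26 for Pdgfrl and from 0.85 to 4.77 for Rab5c, and all T over all non-T from 0.935, without ENMO, to 5.00 for Cfd. The number of targets that differ between all T and all non-T in limma (0) ranged from 0 to 179 without ENMO, with 3 without EAEcoI, and was 0 in its other settings, such as the slide as a block (2566 of 24959 at unadjusted p under 0.05) or the antibody as a block (2573), with 1171 to 4545 at that level. For ENMO against EAE limma called 0 of 24930 with the slide as a block (2778 at unadjusted p under 0.05), and 0 in all other settings, with 731 to 4507 at unadjusted p under 0.05.

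Of the lists, core_ISG (ENMO over EAE -0.50) was at -0.03 without EAEcoP. It was outside the middle 95% of random lists at -0.93 without EAEcoI (percentile 0.39) and -0.34 with the added bounds (percentile 0.53). The oligodendrocyte list (-0.53) was past it at -1.36 in the deposited values and -0.86 with the mean over probes. This list was also past it at -0.86 with the added quantile normalization and -0.53 with the added bounds. Without EAEcoI it was at -0.64 (percentile 2.39), also past that range, and without EAEcoP at -0.06. For EAE over all non-T, core_ISG (0.42) was past it at 1.66 in the deposited values, 0.52 with 75th percentile scaling and 0.12 with normexp. This list was also past it at 0.59 with the mean over probes, 0.61 with the added quantile normalization and 0.12 with the added bounds. Without EAEcoI it was at 0.63 (percentile 98), also past that range, and without EAEcoP at 0.09. The myeloid list (0.43) was past it at 1.64 in the deposited values, 0.73 with the mean over probes, 0.73 with the added quantile normalization and 0.64 with trends removed. Without 1 EAE array the neutrophil list (0.07) ranged from 0.14 to 0.54, astrocyte (-0.24) from -0.82 to 0.01 and adipocyte (0.56) from 0.55 to 0.81, each past it without EAEcoP.

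Of the fold changes of named genes under the alternatives, 485 of 589 were within the spread between spots for ENMO over EAE, 92 moved by more and 12 changed direction. For all T over all non-T these were 612, 48 and 3 of 663, and for EAE over all non-T 137, 37 and 10 of 184. For ENMO over EAEcoI 14 of 21 were within the spread and 7 moved, and for ENMO over EAEcoP 18 and 3. Settings that gave no value were the mean over probes for targets with 1 probe and the added quantile normalization for Pdgfrl in all T over all non-T.

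Signal over background limits the values of dim genes: between 35.43% and 60.22% of the spots of an array were well above background, and 12 of the 31 ISGs of Table 2 had an NSI under 100 in ENMO.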

Differences from the paper's values

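None of the tests in this part was chosen after the result was seen, apart from the settings named as such. Counts differ where 1 is more than 1.5 times the other. Fold changes differ where this holds and they also lie apart by more than the spread between spots, which is 1.59-fold, and a limit where it is over 1.5 times the paper's value. The alternatives were set before the data were examined unless stated otherwise.

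For ENMO over EAE, 39 of 43 fold changes did not differ. Dtx3l was 4.23 and 2.4 in the paper. It did not differ with 75th percentile scaling, normexp, no background correction, the mean over probes or without EAEcoP, and differed in the deposited values as they are, with the mean of log2 values and without EAEcoI. Serping1 was 1.02 and 2.0 in the paper. It did not differ in the deposited values, with the mean over probes or without EAEcoI, and differed in the other alternatives. B2m was 3.72 and 2.0 in the paper, and did not differ in the deposited values, with the mean over probes or without EAEcoI, and differed in the others. Pdgfrl was 0.651 and 1.6 in the paper, and did not differ with the mean over probes or without EAEcoP, and differed in the others. With quantile normalization of the deposited values per target, chosen after seeing the values, 0 of 43 differed.

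For all T over all non-T, 33 of 36 did not differ. Serping1 was 0.92 and 3.3 in the paper, and did not differ in the deposited values or with the mean over probes, and differed in the others. Sectm1b was 0.922 and 2.8 in the paper, and differed in every alternative. Pdgfrl was at least 6.19 and 3.1 in the paper. It did not differ in the deposited values, with normexp, without background correction, with the mean over probes or without EAEcoP, and differed in the others. With the quantile normalization of the deposited values, chosen after seeing the values, 1 of 35 differed, Sectm1b.

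For EAE over all non-T in S3 Table, 14 of 18 did not differ. P2ry6, at 0.856 and 1.3 in the paper, is counted among the 14, as the values lie apart by more than 1.5 times but within the spread. B2m was 3.70 and 28.7 in the paper's table, and differed in every alternative. Serping1 was 0.412 and 3.7 in the paper, and did not differ in the deposited values or with the mean over probes, and differed in the others. Pdgfrl was at least 15.5 and 3.2 in the paper. It did not differ in the deposited values, with normexp, without background correction, with the mean over probes or with EAEcoI alone, and differed in the others. Gadd45b was 0.641 and 1.5 in the paper, and did not differ in the deposited values, with EAEcoI alone or with the mean of both EAE arrays, and differed in the others. With the quantile normalization of the deposited values, chosen after seeing the values, 2 of 18 differed, B2m and Gadd45b.

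The number of targets higher in ENMO than on every other array was 1038 and 474 in the paper, and those with a GenBank or RefSeq accession number were 845 and 366 in the paper. Neither differed in the deposited values (599 and 485) or with an NSI over 100 on all 6 arrays (481 and 396), and both differed in the other alternatives and with the 3 settings chosen after seeing the values.

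In direction, P2ry6 is listed in S3 Table as higher in EAEcoP than in all non-T, and was 1.17-fold lower here. The paper's Fig 2 shows C1qb as higher in ENMO, and it has no value here because its spot on the ENMO array was marked as an outlier. With such spots kept, chosen after seeing the values, it was 7.49-fold higher, and Prkch, which is also without a value, had an NSI of 1059 and was at least 179-fold higher. Ndg2 and Ccno, which Fig 2 shows as lower in ENMO, have no value for the same reason. They were 2.51-fold and 6.60-fold lower with such spots kept, while the other probe of Ccno gave a ratio of 1.17.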

Other observations

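The test for a local brightening of the ENMO array was chosen only after the result was seen.

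The count of targets higher in ENMO than on every other array (main 1038, and 3666 with no intensity threshold) was exceeded by all 5 other arrays when each took the place of ENMO. Each of these arrays is another group, so their counts hold any effect of the group as well as differences between single arrays. Without replicates, it cannot be told what count chance alone would give. The size of the count does not set ENMO apart from the other groups. The alternatives left 3 to 5 arrays above ENMO.

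The ISGs of Table 2 were chosen by the study on these arrays for being high in ENMO. A list of other ISGs, none of them named in the paper, held 56 genes, of which 49 were on the array, 38 were measured and 19 were well above background in the healthy control. Its median for ENMO over EAE lay at the percentile 6.90 of random lists, 10 of its genes were above 0, and its values do not show a rise of ISGs in ENMO over EAE. Chance differences between single arrays may account for the direction of the selected ISGs on these arrays. By qPCR in other rats, the paper reports Gbp2 significantly higher in ENMO than in both EAE groups, and Irf5 than in EAEcoI. For Psmb9 it reports a trend. Differences between arrays do not account for these qPCR results. A response of only some ISGs stays open, as untested on these arrays.

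Of the ISGs of Table 2, 7 were higher in ENMO than in EAE while EAE was below every array without T cells. For 12 dim ISGs, with an NSI under 100 in ENMO, the median log2 fold change of ENMO over EAE was 0.82. Among 348 equally dim olfactory receptor targets it was 0.43, with 66.7% above 0, and among 8957 other equally dim targets 0.12. The ISGs lay at the percentile 94.6 of random lists of olfactory receptor targets and 99.0 of the others. An array-wide difference at dim probes cannot be told apart from a change of these ISGs, since the ISGs were selected on the same arrays.

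For the inflammatory genes, more infiltrating cells in the ENMO sections were weighed: the lowest percentile of the myeloid, neutrophil and T cell lists was 43.4. The members of these lists went both ways, so infiltrating cells cannot be told apart from other causes by these medians. Of the myeloid genes 22 of 23 were on the array and 13 well above background in the healthy control, of the neutrophil genes 19 of 19 and 8, of the T cell genes 18 of 20 and 8, of the B cell genes 8 of 12 and 4, and of the astrocyte genes 25 of 25 and 16. By gene symbol, 1 of the measured T cell, 2 of the B cell and 2 of the astrocyte genes are among the genes the paper names. Its text also names CD4 and IFN-γ, whose genes are on the T cell list, and Iba 1, whose gene, Aif1, is on the myeloid list.

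The other lists gave, for ENMO over EAE and for EAE over all non-T, medians of -0.53 (percentile 4.57) and -0.03 (67.7) for 16 oligodendrocyte genes, -0.11 (38.3) and -0.05 (56.8) for 17 neuron genes, -0.21 (40.6) and 0.56 (92.4) for 13 adipocyte genes, -0.17 (32.8) and 0.21 (77.8) for 10 skeletal muscle genes, 0.03 (59.0) and -0.51 (9.36) for 15 genes of Schwann cells and meninges, -0.33 (25.5) and -0.26 (38.5) for 7 erythroid genes and -0.36 (20.1) and 0.47 (90.3) for 14 reference genes. All lay within the middle 95% of random lists.

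In limma, all 10 splits of the 6 arrays into 3 and 3 gave 0 targets at adjusted p under 0.05, so chance cannot be excluded, and 10 splits could not have excluded it. At unadjusted p under 0.05 there were 2827 targets for the split by T cells and 2300 for the split by slide, the next highest. With the slide as a block, 2566 were left for T cells.

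The spot of Prkch was marked as non-uniform on the ENMO array, where its signal was 996 against at most 6.85 on the other arrays. Of its 12 nearest spots 33.3% carried the same mark, against 0.104% of all spots of the array. A smear or speck of dye may account for the value.

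Of the 20 brightest targets well above background on the ENMO array alone, 11 lay in 1 of 140 blocks, while random sets gave at most 4. All 20 lay in the first 8 of 85 columns, where 8.92% of all targets lie. A local brightening of part of the array may account for them. With the local trend of each array removed, their median log2 excess over the highest other array went from 4.01 to 3.45, so a smooth trend is not the whole of it. The spot of Il1rap lies in column 1 as well, and that of C1qb in column 6.

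On EAEcoP, 21.2% of the spots that were dim on the other 5 arrays were well above background, against 5.96% on EAEcoI and 1.48% on ENMO, and 2983 targets were well above background on EAEcoP alone, against 178 on ENMO alone. No biological explanation was tested.

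The accession number that the paper prints for Timp1 is that of Etv6, and NM_053819 was used for Timp1 here, with a fold change of ENMO over EAE of 1.15. That printed for Slc25a28 belongs to Pmp2 (NM_001109514, 1.51), and Slc25a28 (NM_001109515) was at 1.64.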
